# Long noncoding RNA Gm31629 protects against mucosal damage in experimental colitis via YB-1/E2F pathway

**DOI:** 10.1172/jci.insight.150091

**Published:** 2022-03-22

**Authors:** Xu Feng, Ye Xiao, Jian He, Mi Yang, Qi Guo, Tian Su, Yan Huang, Jun Yi, Chang-Jun Li, Xiang-Hang Luo, Xiao-Wei Liu, Hai-Yan Zhou

**Keywords:** Gastroenterology, Therapeutics, Cell cycle, Inflammatory bowel disease

## Abstract

Mucosal healing is a key treatment goal for inflammatory bowel disease, and adequate epithelial regeneration is required for an intact gut epithelium. However, the underlying mechanism for mucosal healing is unclear. Long noncoding RNAs (lncRNAs) have been reported to be involved in the development of inflammatory bowel disease. Here, we report that a lncRNA named Gm31629 decreased in intestinal epithelial cells in response to inflammatory stimulation. Gm31629 deficiency led to exacerbated intestinal inflammation and delayed epithelial regeneration in dextran sulfate sodium–induced (DSS-induced) colitis model. Mechanistically, Gm31629 promoted E2F pathways and cell proliferation by stabilizing Y-box protein 1 (YB-1), thus facilitating epithelial regeneration. Genetic overexpression of Gm31629 protected against DSS-induced colitis in vivo. Theaflavin 3-gallate, a natural compound mimicking Gm31629, alleviated DSS-induced epithelial inflammation and mucosal damage. These results demonstrate an essential role of lncRNA Gm31629 in linking intestinal inflammation and epithelial cell proliferation, providing a potential therapeutic approach to inflammatory bowel disease.

## Introduction

Ulcerative colitis is a form of inflammatory bowel disease characterized by relapsing and remitting diarrhea and bloody stools (1, 2). Impaired intestinal epithelial barrier and restricted mucosal inflammation ranging from rectum to proximal colon characterized the common feature of ulcerative colitis pathology (2, 3). Usually, the development of ulcerative colitis is initially driven by intestinal epithelial dysfunction, which includes increased apoptotic epithelial cells and disrupted tight junctions, leading to epithelial barrier defect and resultant lamina propria inflammation (3–5). Thus, adequate intestinal epithelial regeneration is an essential precondition for mucosal healing and clinical remission (6–8). However, the precise mechanism of epithelial regeneration and inflammation is not clear.

Long noncoding RNAs (lncRNAs) are defined as a class of non-protein-coding transcripts longer than 200 nucleotides, which exert their function by interacting with nucleic acids and proteins (9, 10). Emerging evidence has proven that dysregulated lncRNAs play important roles in the development of various diseases, including inflammatory bowel disease (11–14). In previous studies, lncRNAs have been proven to be involved in the regulation of intestinal epithelial cell apoptosis (15, 16), regeneration (17–19), and inflammatory response (20, 21). We previously identified a lncRNA, named Gm31629, which is abundant in BM mesenchymal cells (BMSCs) and hypothalamic neural stem cells (htNSCs) at early ages of mice (14, 22). Gm31629 was found to regulate cell proliferation and differentiation of BMSCs and htNSCs (14, 22). These findings raise a question whether Gm31629 would play a role in intestinal epithelial regeneration and ulcerative colitis progression.

In this report, we show that colonic Gm31629 expression decreased in dextran sulfate sodium–induced (DSS-induced) colitis and LPS-induced systemic inflammation. Human orthologue Gm31629 also decreased in inflamed colon tissues compared with the unaffected tissues. Gm31629-KO (Gm31629^–/–^) mice exhibited exacerbated inflammation and delayed mucosal healing in DSS-induced colitis. RNA-Seq analysis of colon tissues from Gm31629^–/–^ mice and WT littermates revealed that broadly dysregulated genes were involved in inflammatory response and cell cycle. Mechanistically, Gm31629 promotes E2F pathways and cell proliferation by stabilizing YB-1 protein, thus facilitating epithelial regeneration. Genetic overexpression of Gm31629 by i.p. adenovirus delivery protected against DSS-induced colitis in mice. Theaflavin 3-gallate (TF2A), a small naturally occurring compound, functioned as a mimic of Gm31629 and ameliorated DSS-induced epithelial inflammation and damage. Taken together, our study reveals a critical role of Gm31629 in intestinal homeostasis and may represent a novel therapeutic target against ulcerative colitis.

## Results

### Inflammation leads to reduced intestinal Gm31629 expression.

To investigate the role of Gm31629 in intestinal homeostasis, we first examined whether intestinal mucosa could express Gm31629. RNA FISH validated the constitutive expression of Gm31629 in intestinal epithelial cells, including that of intestinal stem cells residing at the base of the colon crypt (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.150091DS1). We next employed a DSS-induced intestinal inflammation model that mimicked epithelial damage features in human ulcerative colitis. DSS-treated mice scored high on the disease activity index (DAI); they showed continuous body weight loss, progressive diarrhea, and bloody stools, which were absent in mice treated with tap water (Supplemental Figure 2, A and B). The colon length was shortened in DSS-treated mice, reflecting severity of inflammation (Supplemental Figure 2C). Accordingly, histological analysis displayed apparent epithelial damage and inflammatory cell infiltration in colon tissues of DSS-treated mice (Supplemental Figure 2, D and E). Using quantitative PCR (qPCR) analysis, we found that expression of colonic Gm31629 decreased by about 2-fold, while the expression of *Tnf* and *Il1b* dramatically increased after DSS administration (Figure 1, A and B). We then used a LPS challenge model featuring an acute systemic inflammatory response. I.p. injection of LPS also resulted in reduction of colonic Gm31629 expression (Figure 1C). Considering that Gm31629 showed a fairly high evolutionary conservation, we collected colon biopsy samples from 13 patients with ulcerative colitis. Consistently, human orthologue Gm31629 was downregulated in inflamed tissues compared with the unaffected ones (Figure 1D). These data indicate a role of Gm31629 in intestinal inflammation.

### Loss of Gm31629 sensitizes mice to DSS-induced colitis and delays epithelial regeneration.

In our previous study, Gm31629^–/–^ mice have been well established (Supplemental Figure 1, B and C) (14, 22). These mice have no apparent gross phenotype or histology changes concerning the intestinal tract (Supplemental Figure 1D). Gm31629^–/–^ mice and WT littermates were administered 3% DSS in drinking water for 7 days. Compared with WT mice, Gm31629^–/–^ mice exhibited more weight loss, accompanied by a higher DAI score: more severe diarrhea and rectal bleeding (Figure 2, A and B). By the end of the treatment, the average colon length of Gm31629^–/–^ mice was shorter than that of WT mice (Figure 2C). As for histological evaluation of colon tissue sections, Gm31629^–/–^ mice showed extensive epithelial damage and bulks of inflammatory cell infiltration, and they scored higher for inflammation-associated histological changes than their WT littermates (Figure 2, D and E). qPCR analysis showed higher colonic *Tnf* and *Il1b* mRNA levels in Gm31629^–/–^ mice, which was concordant with increased serum levels of TNF-α and IL-1β, respectively (Figure 2, F and G). These data indicate that Gm31629 depletion aggravated DSS-induced colonic inflammation. Of note, despite continuous intestinal inflammation and epithelial damage, intestinal epithelial cells regenerated throughout DSS treatment. To determine the effect of Gm31629 depletion on epithelial regeneration, Gm31629^–/–^ mice and WT mice were next administered 3.5% DSS for 5 days followed by 5 days of recovery. After a 10-day injury and recovery cycle, Gm31629^–/–^ mice showed imperceptible weight recovery, whereas WT mice started to regain body weight on the third day of the recovery phase (Figure 2H). Similarly, Gm31629^–/–^ mice gained higher DAI with shorter colon length than WT mice (Figure 2, I and J). The histological score of colon tissue sections confirmed weaker repairment of intestinal epithelium in Gm31629^–/–^ mice (Figure 2, K and L). In addition, mRNA levels of colonic *Tnf* and *Il1b* and serum levels of TNF-α and IL-1β in Gm31629^–/–^ mice significantly increased in contrast to WT mice (Figure 2, M and N). Together, the results demonstrate an essential role of Gm31629 in intestinal inflammation and epithelial regeneration.

### RNA-Seq analysis reveals that Gm31629 participates in the cell cycle regulation in colitis.

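RNA-Seq was carried out on distal colon tissue of 3 Gm31629-/- mice and 3 WT mice, 1 library per mouse. All 6 mice were 8 weeks old, received 3% DSS (dextran sulfate sodium, a polymer that injures the colonic epithelium) in drinking water for 7 days, and were sacrificed on day 8, so the comparison is between genotypes under injury, without untreated mice. The authors deposited 1 table of FPKM values, which are fragments divided by the length of the gene and by the depth of the library, for 27546 genes listed by Ensembl identifier. The paper names DEGseq for the comparison, and its text does not name the aligner, the genome build or the annotation. With exon lengths from GENCODE M21 (GRCm38), 96.3% to 97.3% of the values of up to 20 fragments fell within 0.1 of a whole number of fragments, which gave the depth of each library. By this estimate the Gm31629-/- libraries held 18401600, 18454300, and 18369600 mapped fragments, and the WT libraries 18498900, 18004700, and 18795300. Values above 0 were listed for 23600, 23253, and 22456 genes in Gm31629-/- mice 1 to 3 and for 19938, 20069, and 20118 genes in WT mice 1 to 3. Across the tested genes, the correlation of log2 values between mice was 0.979 to 0.985 within WT, 0.915 to 0.937 within Gm31629-/-, and 0.777 to 0.853 between the groups, where genes are not independent replicates. No listed gene matched the symbol Gm31629, so its level was not analysed here and could not be used to check the genotype labels. Transcripts of 4 Y-linked genes were present, and Xist was nearly absent, in the library of Gm31629-/- mouse 1, with the reverse in the other 5 libraries. Genes were compared with limma (lmFit and eBayes with a trend) on log2(FPKM + 1), with Benjamini-Hochberg adjustment over the 14657 genes whose mean FPKM over the 6 mice was at least 0.5. Log2 fold changes on this scale understate the change of genes with low FPKM. FPKM is not corrected for a few abundant or newly present transcripts that take up fragments, and the median log2 fold change over all tested genes was 0.15 as deposited and −0.05 after rescaling each library by its median ratio to the geometric mean. For any single gene, 3 mice against 3 cannot give an exact permutation p below 0.10.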

To further evaluate the functional role of Gm31629 in colitis, we isolated total RNA from colon tissues of Gm31629^–/–^ and WT mice for RNA-Seq. The data reveal that 4606 genes were upregulated and 1787 genes were downregulated in colon tissues of Gm31629^–/–^ mice after DSS treatment (Figure 3, A and B). 

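In the deposited values, 2704 genes were higher and 680 genes were lower in Gm31629-/- mice at a limma adjusted p under 0.05 and a log2 fold change above 1 or below −1, out of 14657 genes tested. Without the fold-change threshold, 6376 genes had an adjusted p under 0.05. The values of the 3 Gm31629-/- mice lay all above or all below those of the 3 WT mice for 57.8% of tested genes, against 10% by chance. Of the settings chosen beforehand, the count was moved most by testing against a log2 fold change of 1 (limma treat), which left 795 genes higher and 117 lower. Rescaling by the median ratio gave 2233 genes higher and 1217 lower, so the share of higher genes went from 79.9% to 64.7%. It was 66.0% when only genes with a mean FPKM of at least 5 were tested. 
The largest rise was in Mptx1 (ENSMUSG00000026531, chromosome 1, 174330518 to 174332873 of GRCm38), a mucosal pentraxin gene with a related copy whose reads could be shared. Its FPKM was 838 ± 523 (SD, n = 3) in Gm31629-/- mice and 2.37 ± 1.97 (SD, n = 3) in WT mice, with a log2 fold change of 7.95 (standard error 0.63, limma adjusted p = 0.000315). The smooth muscle genes Actg2 (ENSMUSG00000059430) and Cnn1 (ENSMUSG00000001349) followed with log2 fold changes of 6.79 and 6.63. Cnn1 lies on chromosome 9 from 22099216 to 22109630 and went from 0.902 ± 0.869 to 179.5 ± 55.7 FPKM (SD, n = 3 each). Serpina3n and Ighv1-81, 2 members of multigene families between which reads could be split, rose by 6.44 and 6.42. The largest fall was in Reg3b (ENSMUSG00000071356, chromosome 6, 78370657 to 78373466), which encodes an antimicrobial lectin. It had 5254 ± 1287 FPKM (SD, n = 3) in WT mice and 34.1 ± 28.1 FPKM (SD, n = 3) in Gm31629-/- mice, a log2 fold change of −8.07 (standard error 1.07, limma adjusted p = 0.00161). Its neighbor Reg3g fell by 7.42. Slc51a fell by 6.01, and its fragments in Gm31629-/- mice 1 to 3 numbered 132, 8, and 0. The claudin gene Cldn2 on the X chromosome fell from 75.4 ± 17.8 to 0.310 ± 0.0320 FPKM (SD, n = 3 each; log2 fold change −5.84), and Osr2 fell from 92.9 ± 14.6 to 0.893 ± 0.273 FPKM (log2 fold change −5.63). With each mouse left out in turn, these 10 genes stayed at an adjusted p under 0.05 in 6 of 6 fits. All 12 marker genes each of smooth muscle, enteric neurons and glia, fibroblasts, and endothelium were higher in Gm31629-/- mice. A different tissue content of the libraries may therefore contribute to the called genes, and was not separated from genotype.

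**Figure D1:**
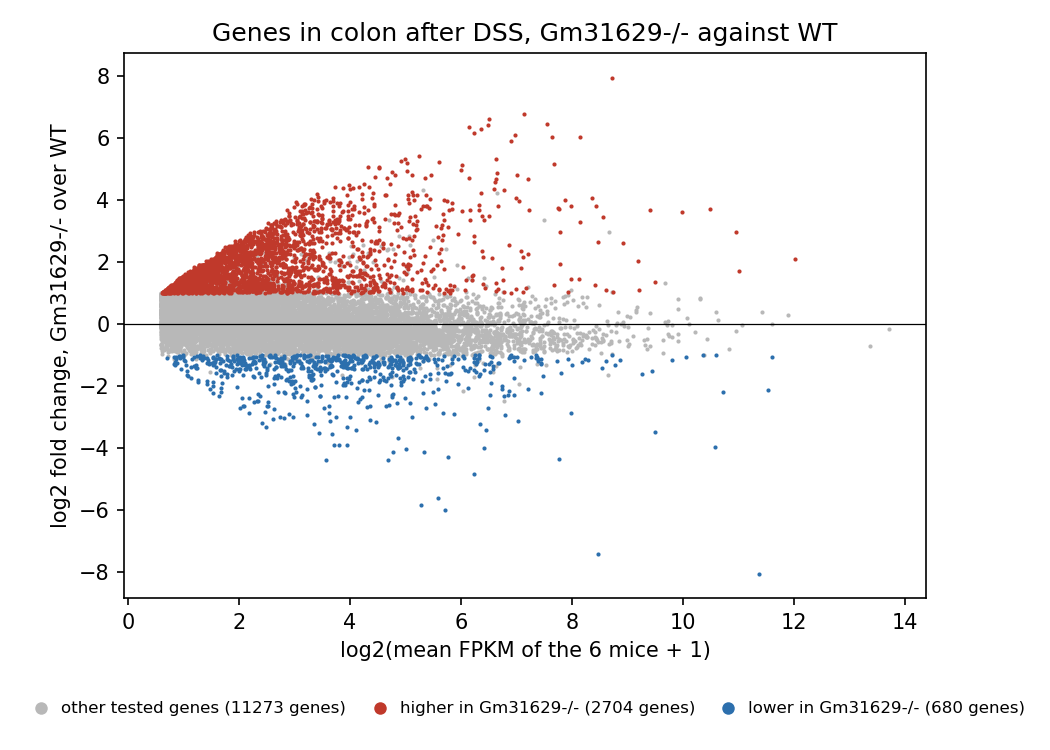
Log2 fold change (Gm31629-/- over WT, n = 3 each) of each of the 14657 tested genes against log2 of its mean FPKM over the 6 mice plus 1. Red points are the 2704 genes called higher and blue points the 680 called lower, and the sloping edge of the points at low FPKM is set by the pseudocount of 1.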

We then performed gene ontology (GO) enrichment of differentially expressed genes to explore biological processes that were affected by Gm31629 KO. The most significantly affected biological processes included metabolic process, oxidation-reduction process, lipid metabolic process, cell cycle, and DNA replication (Figure 3C). 

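GO terms were not used here, and mouse Reactome sets with 10 to 2000 tested members were tested instead, against the 4753 tested genes that belong to any Reactome set. Of 862 sets, 60 were over-represented among the 1237 differentially expressed genes in this background (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05). The leading set was extracellular matrix organization, with 118 of its 186 genes against 48.4 expected (adjusted p = 5.81e-25), followed by receptor signaling sets. With higher and lower genes together, Metabolism held 314 of 1197 genes against 312 expected (adjusted p = 1), Metabolism of lipids and lipoproteins 110 of 400 against 104 expected (adjusted p = 1), Cell Cycle 62 of 428 against 111 expected (adjusted p = 1), and DNA Replication 12 of 95 against 24.7 expected (adjusted p = 1). Biological oxidations ranked 23, with 50 of 101 genes against 26.3 expected (adjusted p = 1.04e-05). Among the 298 lower genes alone, 19 sets passed. Metabolism ranked 1 with 150 genes against 75.05 expected (adjusted p = 3.37e-19), followed by Biological oxidations with 31 genes against 6.33 expected (adjusted p = 8.90e-12), and Metabolism of lipids and lipoproteins ranked 5 with 53 genes against 25.1 expected (adjusted p = 1.02e-05). Cell Cycle held 39 lower genes against 26.8 expected (Fisher's exact p = 0.00975, adjusted p = 0.249) and DNA Replication 11 against 5.96 expected (Fisher's exact p = 0.0342, adjusted p = 0.551), which did not pass the adjustment. Unwinding of DNA ranked 8, with 6 of 10 genes against 0.627 expected (adjusted p = 0.00106). Among the 939 higher genes alone, 76 sets passed, again led by extracellular matrix organization with 112 genes against 36.8 expected.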

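The heatmap of Figure 3D shows 12 cell cycle genes, which the study chose on these samples. In the deposited values, 11 of them passed the filter on mean FPKM, and all 11 had a negative log2 fold change, from −2.51 to −0.07. The limma adjusted p was under 0.05 for 9 of the 11 over all genes and for 9 when adjusted over the list alone, which is not independent evidence. The groups did not overlap for 9 of the 11, where chance gives 10%. Ccnd1 (ENSMUSG00000070348, chromosome 7, 144929931 to 144939925 of GRCm38) had 29.3 ± 11.3 FPKM (SD, n = 3) in WT mice and 4.22 ± 1.75 FPKM (SD, n = 3) in Gm31629-/- mice, a log2 fold change of −2.51 (standard error 0.37, limma adjusted p = 0.00223). E2f8 (ENSMUSG00000046179, chromosome 7, 48866429 to 48881596) had 4.13 ± 1.29 against 0.366 ± 0.279 FPKM (log2 fold change −1.89, adjusted p = 0.00159). E2f2 (ENSMUSG00000018983, chromosome 4, 136172394 to 136196057) had 11.7 ± 2.78 against 3.80 ± 1.08 FPKM (log2 fold change −1.40, adjusted p = 0.00353). Top2a, Mcm2, and Cdk1 fell by 1.31, 1.31, and 1.19 on the log2 scale, with adjusted p of 0.0256, 0.0295, and 0.0314. These 6 genes passed the fold-change threshold. E2f3 and Cdc6 had an adjusted p of 0.0146 and 0.0458 with log2 fold changes of −0.80 and −0.95, and E2f4 an adjusted p of 0.0463 with a log2 fold change of −0.43. E2f1 (ENSMUSG00000027490, chromosome 2, 154559407 to 154569892) had 2.12 ± 1.11 FPKM in WT mice and 0.918 ± 0.551 FPKM in Gm31629-/- mice (SD, n = 3 each), and the groups overlapped (log2 fold change −0.67, standard error 0.33, limma adjusted p = 0.137). E2f6 did not differ (log2 fold change −0.07, adjusted p = 0.826). E2f7 was below the filter, with 113, 53, and 121 fragments in WT mice and 3, 47, and 16 in Gm31629-/- mice. With each mouse left out in turn, E2f2, E2f8, and Ccnd1 kept an adjusted p under 0.05 in 6 of 6 fits, E2f3 in 4, Top2a, Mcm2, and Cdk1 in 2, Cdc6 and E2f1 in 1, and E2f4 in none. E2f1 and Cdc6 did so without WT mouse 2 (adjusted p = 0.0410 and 0.00774), and E2f3 did not without WT mouse 1 or WT mouse 3 (0.0563 and 0.0657). For Cdk1, Top2a, and Mcm2, the 2 fits were those without Gm31629-/- mouse 2 or WT mouse 2, and the highest adjusted p over the 6 fits was 0.106, 0.0823, and 0.108. Without the filter on low values, 4 of these 11 genes had an adjusted p under 0.05. After each library was scaled to 15 epithelial marker genes, a setting chosen after seeing the data, 3 did, namely E2f2, E2f8, and Ccnd1, and the log2 fold changes of E2f4 and E2f6 were 0.093 and 0.32, where the median over all tested genes was 0.55.

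**Figure D2:**
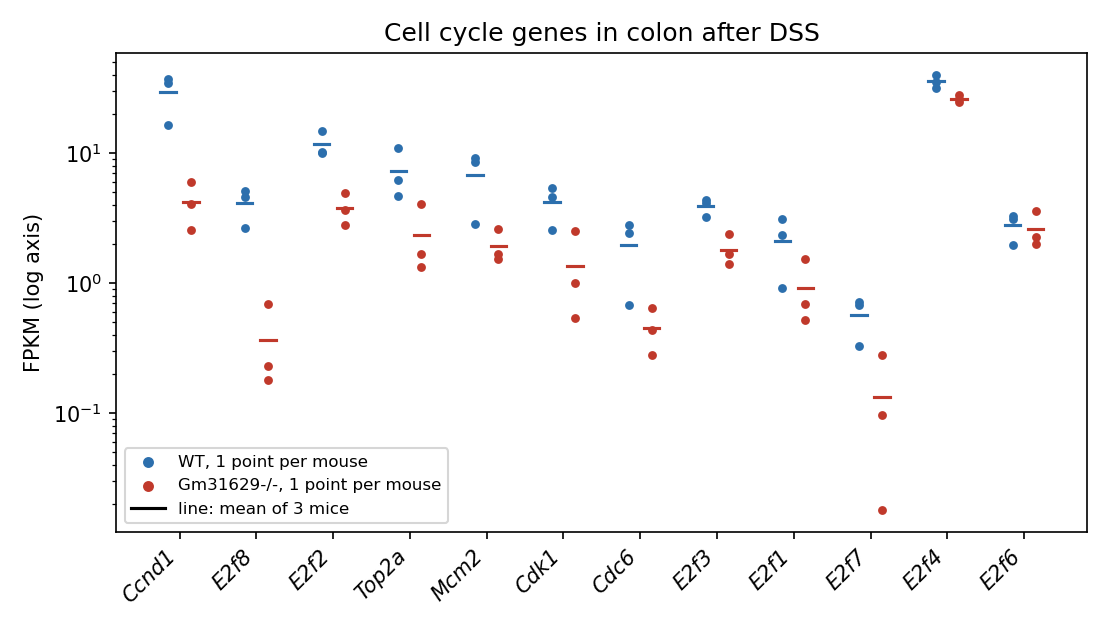
FPKM (log axis) of the 12 cell cycle genes in the 3 WT mice (blue) and the 3 Gm31629-/- mice (red), 1 point per mouse, with the mean of each group as a line. The groups are apart for Ccnd1, E2f8, and E2f2 and overlap for E2f1 and E2f6.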

Among the most significantly affected processes and differentially expressed genes, we paid our attention to a list of genes associated with cell cycle, including *E2f1*, *E2f2*, *E2f3*, *Ccnd1*, *Cdk1*, *Cdc6*, *Top2a*, and *Mcm2*, which were all downregulated in Gm31629^–/–^ mice (Figure 3D). 

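Hallmark gene sets were not used here. A list of 40 inflammatory genes, written before the data were examined, and the mouse Reactome sets for immune signaling were tested with limma's camera, which compares the genes of a set with all other tested genes, with a preset correlation of 0.01 between genes and adjustment over 19 sets. Of the 38 inflammatory genes tested, 36 were higher in Gm31629-/- mice, with a median log2 fold change of 1.96 (camera adjusted p = 4.87e-06), and 26 of them were called higher. Reactome Cytokine Signaling in Immune system had a median log2 fold change of 0.36 with 147 of 213 genes higher (camera adjusted p = 0.0674), and Innate Immune System 0.29 with 285 of 439 genes higher (camera adjusted p = 0.118), so neither passed. Cytokine Signaling passed without Gm31629-/- mouse 1 (0.0486) or WT mouse 1 (0.0217). Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139 of GRCm38) had 5.49 ± 0.287 FPKM (SD, n = 3) in WT mice and 59.7 ± 57.3 FPKM (SD, n = 3) in Gm31629-/- mice, where mice 1 to 3 had 16.7, 125, and 37.6 FPKM (log2 fold change 2.77, standard error 0.63, limma adjusted p = 0.0117). Tnf (ENSMUSG00000024401) had 10.3 ± 4.47 and 13.0 ± 5.23 FPKM (SD, n = 3 each), and the groups could not be distinguished (log2 fold change 0.31, limma adjusted p = 0.481). With fry, which tests a set without comparing it with other genes, the inflammatory list, Cytokine Signaling, and Innate Immune System all had an adjusted p of 0.0319. With the correlation between genes estimated for each set, none of the 19 sets passed.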

We further performed gene set enrichment analysis (GSEA) based on hallmark gene sets and demonstrated an enhanced inflammatory response pathway in Gm31629^–/–^ mice, which was consistent with the mouse phenotype (Figure 3E). Downregulated pathways involved oxidative phosphorylation, E2F targets, MYC targets, and G2M checkpoint (Figure 3E). 

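Lists and Reactome sets standing in for the hallmark sets were tested in the same way. The S-phase list had a median log2 fold change of −0.68, with 28 of 36 tested genes lower in Gm31629-/- mice (camera adjusted p = 4.87e-06), and the G2/M list −0.69, with 43 of 50 genes lower (camera adjusted p = 4.85e-08). The Reactome set of E2F mediated regulation of DNA replication had a median of −0.67, with 19 of 25 genes lower (camera adjusted p = 0.000425), and G2 M Checkpoints −0.55, with 38 of 46 genes lower (camera adjusted p = 4.87e-06). Of 81 subunit genes of the oxidative phosphorylation complexes, 66 were lower, with a median of −0.47 (camera adjusted p = 7.37e-09). Respiratory electron transport and the citric acid cycle had medians of −0.46 and −0.88 (camera adjusted p = 7.38e-09 and 2.67e-06). MYC targets were not analysed here. These sets also passed by preranked enrichment (fgsea) on limma's moderated t statistic. With fry, the citric acid cycle kept an adjusted p under 0.05 (0.0317), and the S-phase list (0.0922), the G2/M list (0.0766), the oxidative phosphorylation genes (0.0629), the E2F set (0.0841), G2 M Checkpoints (0.0766), and Respiratory electron transport (0.0629) did not. After scaling each library to the epithelial markers, the medians of the oxidative phosphorylation genes and of Respiratory electron transport were 0.059 and 0.061 in place of below 0. Those of the S-phase list, the G2/M list, the E2F set, and G2 M Checkpoints were −0.24, −0.36, −0.24, and −0.12, while the median over all tested genes was 0.55. These 6 passed by camera on that scale too. The scaling moved all genes about alike and camera compares a set with other genes, so those passes do not test whether other tissue diluted epithelial RNA.

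**Figure D3:**
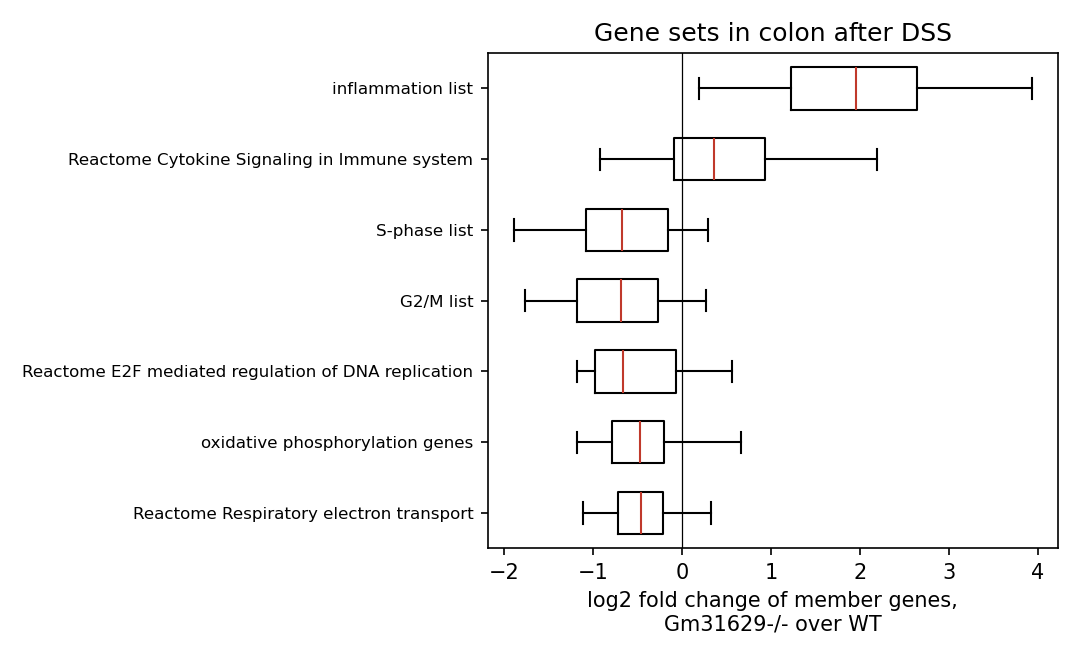
Log2 fold changes (Gm31629-/- over WT, n = 3 each) of the member genes of 7 gene sets. Boxes span the quartiles with the median in red, and whiskers end at the outermost genes between the 5th and the 95th percentile. The inflammation list lies above 0, and the S-phase, G2/M, E2F, and oxidative phosphorylation boxes lie below 0, apart from their upper whiskers. After scaling to the epithelial markers, the median of the oxidative phosphorylation genes was 0.059, and that of all tested genes 0.55.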

Of note, differentially expressed genes enriched in GO term cell cycle shared considerable overlap with those enriched in E2F targets, which is in accordance with the fact that the E2F family members are the major transcriptional regulators in cell cycle (23–25). 

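Reactome sets were compared in place of the GO term and the hallmark set. Of 428 tested genes of Reactome Cell Cycle, 39 were called lower and 23 called higher in Gm31629-/- mice. All 25 tested genes of the Reactome set of E2F mediated regulation of DNA replication also belong to Cell Cycle, so its 6 lower genes were shared by construction of the sets. Of the 12 lower genes of the S-phase list, 6 belong to Reactome Cell Cycle, and of the 16 lower genes of the G2/M list, 12 do.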

The expression changes of target genes were further validated by qPCR (Figure 3F). These results suggest that Gm31629 may regulate cell cycle through E2F pathways, thus promoting epithelial regeneration during DSS treatment.

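Taken over the 11 tested genes of Figure 3D, the median log2 fold change was −1.19 in Gm31629-/- mice, and the SD of the list's median between replicates was 0.357. It lay between −1.46 and −0.95 in the 6 fits that each left out 1 mouse. It was −1.63 with a pseudocount of 0.1 in place of 1, and −0.82 after scaling to epithelial markers. From its results on the cell cycle genes and gene sets, and from qPCR of target genes, the paper proposes a role for Gm31629. In that proposal, Gm31629 acts on the cell cycle through E2F pathways and so promotes epithelial regeneration during DSS treatment.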

### Gm31629 deficiency induces cell cycle arrest in the S-phase and inhibits intestinal stem cell proliferation.

To confirm the role of Gm31629 in cell cycle, cell proliferation assay was performed on CT26.WT colon carcinoma cells transfected with Gm31629 targeted siRNAs and control siRNAs. The results of Cell Counting Kit-8 assay displayed that knockdown of Gm31629 obviously inhibited cell proliferation (Figure 4A). Meanwhile, cell cycle analysis showed a significant increase in S-phase and decreases in G0/G1 and G2/M phase after Gm31629 knockdown (Figure 4B). Suppressing E2F-dependent transcription could limit replication capacity and rates during S-phase and, thus, lengthen S-phase (25). These data suggest that Gm31629 deficiency led to S-phase arrest and inhibited cell proliferation via E2F pathway. Given the constitutive expression of Gm31629 in intestinal epithelial cells, including intestinal stem cells, which reside at the base of the crypt (Supplemental Figure 1A), we speculated that Gm31629 deficiency inhibits intestinal stem cell proliferation and, thus, impairs epithelial regeneration. We next examined intestinal stem cell–related genes in vivo. β-Catenin, the key regulator of intestinal stem cells, significantly decreased in colon tissues of Gm31629^–/–^ mice (Figure 4, C and D). Lgr5 and Ascl2, the markers of intestinal stem cells and the targets of Wnt/β-catenin signaling (26), decreased in colon tissues of Gm31629^–/–^ mice (Figure 4, C–E). Proliferation-related markers, such as PCNA and Ki-67 also markedly decreased in colon tissues of Gm31629^–/–^ mice (Figure 4, C and D). We further conducted BrdU labeling assays in mice after LPS challenge to detect the proliferation activity in vivo. The results showed significantly decreased BrdU^+^ cells in Gm31629^–/–^ mice (Figure 4, F and G), suggesting decreased proliferation of intestinal stem cells. Together, we concluded that Gm31629 deficiency leads to S-phase arrest and inhibits intestinal stem cells proliferation.

### Gm31629 regulates E2F pathways by stabilizing YB-1 protein.

We next questioned how Gm31629 regulates E2F pathway. In our previous study, Gm31629 could bind to YB-1 protein and prevent its degradation, thus, regulating downstream signaling (14). Meanwhile, another study has proven a positive correlation between YB-1 and E2F target genes (23). GSEA using public RNA-Seq data consisting of samples from human adipose–derived stem cells (27) showed that YB-1 knockdown significantly downregulated E2F targets, and the GSEA plot was extremely similar to that of Gm31629^–/–^ mice versus WT mice. These results strongly suggest a role of YB-1 in E2F pathways (Figure 5, A and B). We therefore assumed if Gm31629 could regulate gene expression of E2F pathways by stabilizing YB-1 protein. To validate our hypothesis, we next examined YB-1 expression in vivo and in vitro. YB-1 protein level decreased in colon tissues of Gm31629^–/–^ mice as expected, accompanied by decreased CCND1 protein level (Figure 5C). Decreased YB-1 and CCND1 protein levels were also observed in CT26.WT cells transfected with Gm31629 siRNA (si-Gm31629) (Figure 5D). In addition, Yb-1 knockdown led to downregulated protein level of CCND1 and mRNA levels of E2F target genes (Figure 5, E and G). On the contrary, Gm31629 overexpression increased protein levels of YB-1 and CCND1, as well as mRNA levels of E2F target genes, without changing YB-1 mRNA level (Figure 5, F and H). These results demonstrate that Gm31629 regulates E2F pathways by stabilizing YB-1 protein.

### Overexpression of Gm31629 protects against DSS-induced colitis.

Given that Gm31629 plays an important role in intestinal epithelial regeneration, we next tested whether Gm31629 overexpression in vivo could protect against DSS-induced colitis. Recombinant adenovirus was i.p. injected into the abdominal cavity twice to deliver Gm31629 on day 0 and day 4 of 7-day DSS treatment (Figure 6A). Overexpression of Gm31629 in colon tissues was confirmed by qPCR (Figure 6B). Gm31629-overexpressed mice showed reduced weight loss and scored lower DAI scores compared with control mice (Figure 6, C and D). Moreover, Gm31629-overexpressed mice preserved longer colon length (Figure 6, E and F). Histological evaluation based on H&E-stained sections confirmed attenuated inflammation and enhanced regeneration in Gm31629-overexpressed mice (Figure 6, G and H). Accordingly, mRNA levels of colonic *Tnf* and *Il1b* were decreased in Gm31629-overexpressed mice (Figure 6I). Therefore, overexpression of Gm31629 could help reduce DSS-induced inflammation and promote intestinal epithelial regeneration.

### TF2A mimics Gm31629 and ameliorates DSS-induced colitis.

We further suspected if small molecular compounds mimicking Gm31629 could ameliorate colitis. Our previous study validated the efficiency of a naturally occurring small compound, TF2A, on stabilizing YB-1 protein as a mimic of Gm31629 (14). We next tested the availability of TF2A in intestinal mucosal. Eight-week-old mice were administered TF2A and vehicle for 7 days under normal state. TF2A administration increased protein levels of YB-1 and CCND1 and mRNA levels of E2F target genes in colon tissues, indicating a potential role of TF2A in alleviating colitis (Figure 7, A and B). We further confirmed the effectiveness of TF2A under the colitis state. Mice at 8 weeks old were subjected to TF2A or vehicle treatment for 7 days prior to DSS administration (Figure 7C). Despite no apparent weight change or disease severity between 2 groups being observed under the normal state (Figure 7, D and E), TF2A treatment notably alleviated weight loss and lowered DAI scores under the colitis state (Figure 7, D and E). By the end of DSS treatment, the TF2A group preserved longer average colon length and scored lower histological scores (Figure 7, F–H). qPCR analysis further confirmed decreased colonic inflammation after TF2A treatment (Figure 7I). Taken together, the Gm31629 mimic TF2A might be a potential natural compound against colitis.

## Discussion

Inflammatory bowel disease is characterized by immune dysregulation and mucosal destruction (1, 3). Despite acquired advances in immunoregulation therapy, improving therapeutic outcomes without lethal side effects remains challenging (28). In this regard, new therapeutic approaches targeting intestinal epithelial regeneration are promising. In the present study, we found that the expression of Gm31629 in intestinal epithelium cells decreased in response to inflammatory stimulation, both in mice and humans. Remarkably, loss of Gm31629 led to exacerbated intestinal injury and delayed epithelial regeneration after DSS treatment. By contrast, genetic or pharmacological approaches to enhance Gm31629 expression protected against DSS-induced mucosal damage. These findings represent an important role of Gm31629 in intestinal epithelial regeneration.

lncRNAs have been reported to interact with nucleic acids and proteins, thus regulating downstream signaling (9, 10). In the present study, we demonstrate that Gm31629 promotes E2F pathways and cell proliferation by stabilizing YB-1 protein, thus facilitating epithelial regeneration. Mechanistically, Gm31629 can bind to YB-1 through molecular docking and protects it from ubiquitination-mediated degradation (14). Since lncRNAs can regulate gene expression levels at various levels such as epigenetic regulation, transcriptional regulation, and posttranscriptional regulation, it is possible that, in addition to YB-1, Gm31629 may interact with other potential targets to modulate epithelial regeneration. Besides, we noticed that not only the protein level of YB-1, but also the mRNA level of YB-1 decreased after DSS administration (Supplemental Figure 2, F and G). This result suggests that, in addition to Gm31629, other factors may regulate colonic YB-1 expression, though this awaits further investigation.

Gm31629 was widely expressed in the intestinal epithelium, which is composed of heterogenous cell types including intestinal stem cells, goblet cells, and intraepithelial lymphocytes. The gain and loss of function of Gm31629 in these cells might also regulate epithelial regeneration in response to inflammatory stimulation. Therefore, we could not exclude the possibility that other cell types in the epithelium may exert an indirect role on epithelial stem cell proliferation. However, we have shown in vitro in CT26.WT that Gm31629 deficiency induced cell cycle arrest in the S-phase and inhibited intestinal cell proliferation (Figure 4, A and B). Moreover, IHC results reflect that Ki-67, β-catenin, and LGR5 expression were significantly downregulated in the crypt, where intestinal stem cells mainly reside (Figure 4C). To examine the role of Gm31629 in regulation of intestinal regeneration in vivo, we performed a BrdU-labeling assay to detect proliferative activity in the LPS-challenged model. The results show significantly decreased BrdU^+^ cells in Gm31629^–/–^ mice (Figure 4, F and G). Therefore, we have concluded that Gm31629 deficiency affected colitis, at least in part, via directly regulating epithelial cell proliferation.

An umbrella review of meta-analyses has demonstrated that green tea consumption prevented ulcerative colitis (29); however, the benefits of nongreen tea and the underlying mechanism are unknown. TF2A is the major extract of black tea, in addition to theaflavin, theaflavin-3’-gallate, and theaflavin-3,3’-digallate (30). Ukil et al. showed that theaflavin-3,3’-digallate protected against TNBS-induced experimental colitis (31). A previous study also suggested the antiinflammatory effects of the mixture of TF2A and theaflavin-3’-gallate (32). Here, we demonstrate the protective effects of TF2A in experimental colitis on the basis of our previous study (14). Oral administration of TF2A restored protein level of YB-1 and, thereby, upregulated E2F target genes in colon tissues. Compared with the control group, TF2A treatment protected against DSS-induced inflammation and mucosal damage in vivo. These findings provide possible mechanistic bases for the protective effects of tea consumption and therapeutic approaches against colitis.

Taken together, lncRNA Gm31629 links intestinal inflammation and epithelial regeneration under inflammatory conditions, which provides a therapeutic clue for inflammatory bowel disease.

## Methods

### Animal models.

C57BL/6J mice were purchased from Hunan SJA Laboratory Animal Company. Gm31629^–/–^ mice were generated by TetraOne technique as previously reported (14, 22). Briefly, the 4.92 kb sequence of Gm31629 on Chromosome 1 was targeted as the KO region (Supplemental Figure 1B). Genotyping was processed by PCR using the following primers: forward: 5′-GCTAAGCTCGAGGGACCTAATA-3′, 5′-CTGCTGCTCACCTCTAGTCATT-3′, and reverse, 5′-AGGGATGTTCCTCACTGGCTGG-3′ (Supplemental Figure 1C). All mice were kept on the C57BL/6J background and housed in the specific pathogen–free animal facility (22-24°C) of Laboratory Animal Research Center of Central South University on a 12-hour dark/light cycle with ad libitum access to water and a regular chow diet. Mice were treated with 3% w/v DSS(36,000–50,000 molecular weight, MP Biochemicals) in drinking water for 7 days to induce acute ulcerative colitis (33). To examine colonic epithelial regeneration in vivo, mice were treated with 3.5% w/v DSS in drinking water for 5 days, and DSS was withdrawn for another 5 days (17). The severity of colitis was scored by the DAI according to body weight loss, presence of diarrhea, and presence of bloody stools as previously reported (33). For LPS challenge model, adult mice were treated with 2 mg/kg LPS (serotype O111:B4, MilliporeSigma) by i.p. injection for 24 hours (17). For therapeutic treatment, TF2A (Wako) was given by oral gavage at the dose of 10 mg/kg/day daily and was begun at 6 days before DSS administration (14). In this study, male mice at 8 weeks old were used.

### BrdU-labeling assay.

The method for a BrdU-labeling assay was modified from a previously described protocol (17). Briefly, mice were i.p. injected with 50 mg/kg BrdU (MilliporeSigma) at 18 hours after LPS challenge and sacrificed 24 hours after BrdU was given. The colons were collected for paraffin sections and anti-BrdU IHC staining. The number of Brdu^+^ proliferative epithelial cells was assessed.

### Clinical samples.

Human colon mucosal tissues from 13 patients with a clinical diagnosis of ulcerative colitis and active endoscopic inflammation were obtained through colonic biopsy conducted by the Department of Gastroenterology at Xiangya Hospital of Central South University.

### Recombinant adenovirus and in vivo gene delivery.

Purified adenovirus generated under the help of Obio Technology (Shanghai) Corp. Ltd. were i.p. injected for gene delivery (34). Virus vector pAdeno-EF1-Gm31629-MCMV-EGFP-3FLAG (Gm31629 OE) was applied for Gm31629 overexpression, and pAdeno-EF1-MCS-MCMV-EGFP-3FLAG (GFP) was applied as control. For each mouse, 1 × 10^9^ PFU of virus was injected i.p. (diluted in 100 μL PBS) on day 0 and day 4 of DSS treatment. Functional validation was verified by qPCR.

### Cell culture and treatment.

CT26.WT cells, provided by Procell Life Science & Technology Co. Ltd., were cultured in DMEM (Thermo Fisher Scientific) supplemented with 10% (v/v) FBS (Biological Industries) plus 50 U/mL penicillin and 50 μg/mL streptomycin (Solarbio) at 37°C in a humidified incubator with 5% CO_2_. Gm31629- or YB-1–targeted small interfering RNAs (siRNAs) were purchased. Transfection of siRNAs was performed using lipofectamine RNAiMAX (Invitrogen) following the instructions. qPCR or Western blot was used to determine the knockdown efficiency 2 days after transfection. For Gm31629 overexpression, adenovirus particles expressing Gm31629 or GFP were transfected by lipofectamine 2000 (Invitrogen) according to the manufacturer instructions.

### Cell proliferation assay.

Cell proliferation was measured using a CCK-8 kit (Dojindo) according to manufacture protocol. Briefly, CT26.WT cells were seeded into 96-well plates at a density of 3 × 10^3^ cells per well. After cells adhered to the plates, cells were transfected with Gm31629 targeted siRNA or control siRNA. A 10 μL CCK-8 solution was added to each well at 0, 12, 24, and 48 hours after transfection and incubated at 37°C for 1 hour before measuring the absorbance at 450 nm.

### Cell cycle analysis.

Cell cycle analysis was examined by flow cytometry. Briefly, 50%–60% confluent CT26.WT cells cultured in 12-well plates were serum starved for 6 hours before siRNA transfection to synchronize the cell cycle. The cells were harvested 48 hours after transfection and stained using a Cell Cycle Staining Kit (MultiSciences). Stained samples were tested by flow cytometry to detect the DNA content, and cell cycle analysis was processed by FlowJo software (FlowJo LLC).

### RNA-Seq and bioinformatics analysis.

Total RNAs pooled from colon tissues of 3 WT mice and 3 Gm31629^–/–^ mice treated with 3% DSS were subjected to commercial RNA-Seq (Annoroad Gene Technology). Differentially expressed genes were identified by DEGseq on the basis of *P* < 0.05 and |log_2_ fold change| > 1. Heatmaps were generated to show gene expression differences in different groups using morpheus (https://software.broadinstitute.org/morpheus). GO enrichment was performed using KOBAS (http://kobas.cbi.pku.edu.cn/) to show the biological processes affected among different groups. For GSEA, all protein-coding genes were token, except for those with low expression (read counts < 1). Selected genes were mapped to human orthologue genes by metascape and loaded into GSEA to identify enriched hallmarks gene sets (MSigDBv7.0) using default parameters. The accession nos. for the RNA-Seq data reported in this report are available in GEO database (GSE168612 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168612 and GSE137869 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137869).

### qPCR.

Total RNAs were extracted from tissue or cultured cells using the E.Z.N.A Total RNA Kit (OMEGA). Afterward, single-strand cDNA synthesis and qPCR analysis were performed as previously reported (35). The primer pairs used for qPCR were listed in Supplemental Table 1. The relative mRNA levels of target genes were given by the 2^−ΔΔCt^ method using β-actin as an internal control.

### ELISA.

Serum TNF-α and IL-1β protein levels were quantified using ELISA kits according to manufacturer’s instructions (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

### Histochemistry and IHC.

The mouse colon samples were fixed in 4% paraformaldehyde for 24 hours and embedded in paraffin. For inflammation-associated histological measurement, sections were stained with H&E and graded in terms of tissue damage and inflammation cell infiltration from 0 to 3 as previously described (33). The IHC staining was processed as previously reported (36). The primary antibodies used in IHC staining are: mouse anti–Ki-67 (Proteintech, 27309-1-AP), rabbit anti–β-catenin (Cell Signaling Technology, 9562), mouse anti-Lgr5 (Origene, TA503316), and mouse anti-BrdU (Cell Signaling Technology, 5293).

### FISH.

FISH was performed using a Fluorescence in situ Hybridization Kit (Ribobio, C10910). Gm31629 targeted FISH probe (Ribobio, lnc1100239) was purchased from Ribobio. The probes were detected with red fluorescence of Cy3. Briefly, mouse colon samples were fixed in 4% paraformaldehyde, dehydrated in 20% and 30% sucrose, and embedded in OCT. Frozen 8 μm–thick sections were incubated with Gm31629-targeted probes according to the manufacture’s protocol. The nuclei were counterstained with DAPI/Antifade (Vectashield) and observed using a fluorescence microscope system.

### Western blot analysis.

Western blot analysis was performed as previously reported (37). The primary antibodies used in Western blot analysis are: rabbit anti–YB-1 (Abcam, ab12148), mouse anti-CCND1 (Proteintech, 60186-1-Ig), mouse anti–β-actin (Proteintech, 66009-1-Ig), rabbit anti–β-catenin (Cell Signaling Technology, 9562), mouse anti-Lgr5 (Origene, TA503316), and mouse anti-PCNA (Boster, BM0104).

### Statistics.

All data were presented as the means ± SEM from at least 4 animals or 3 independent experiments, and representative results are shown. For comparisons of 2 groups, a 2-tailed Student’s *t* test was performed. Differences were considered significant at *P* value less than 0.05 (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

### Study approval.

All animal experimental procedures and protocols were reviewed and approved by the Animal Care and Use Committees of the Laboratory Animal Research Center at Xiangya Hospital of Central South University. For clinical samples collection, the study was approved by the Ethics Committee at Xiangya Hospital of Central South University, and written informed consent was obtained from all participants prior to colonic biopsy.

## Author contributions

HYZ, XWL, XHL, and XF designed the experiments. XF carried out most of the experiments, generated data, and drafted the manuscript. YX, JH, MY, QG, TS, YH, JY, and CJL helped to collect the samples. XHL is the guarantor of this work. HYZ, XHL, and XHL proofread and revised the manuscript. HYZ supervised the experiments, analyzed results, and takes the responsibility for data accuracy. All authors had access to the study data and had reviewed and approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
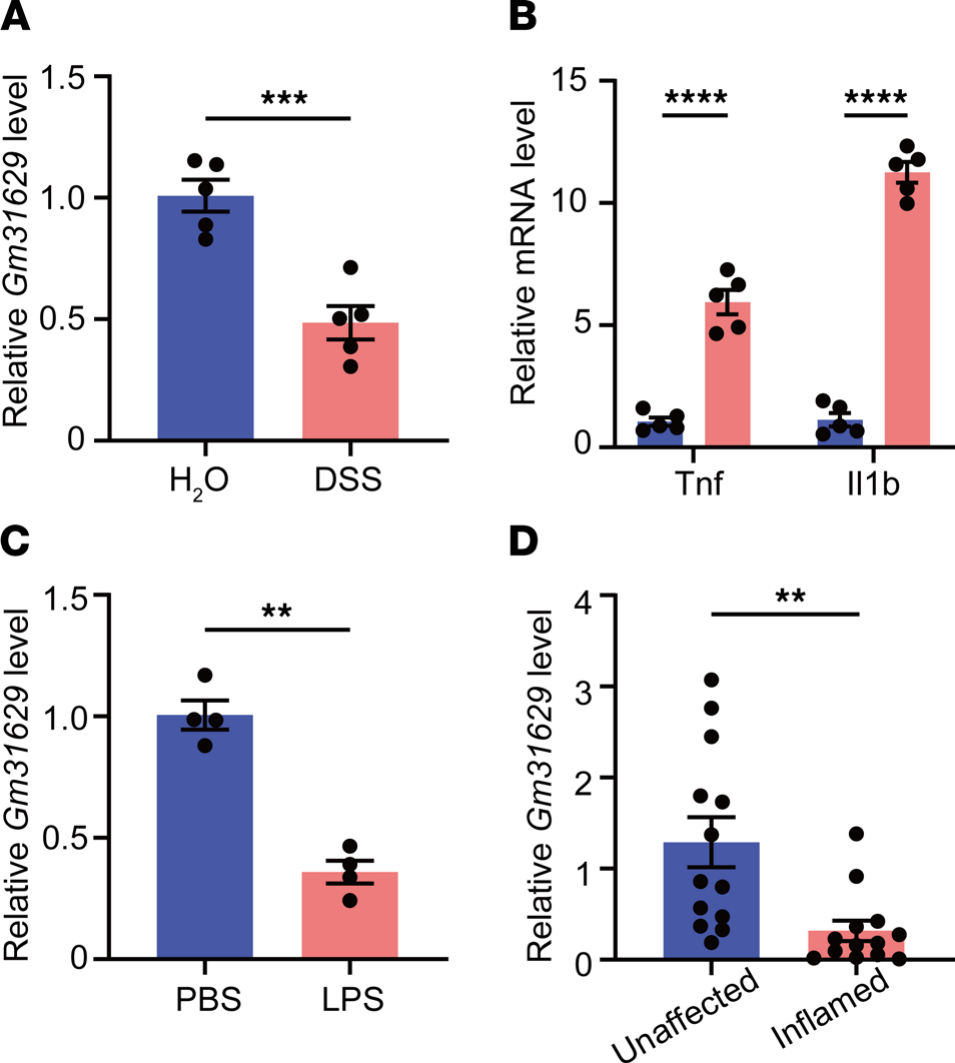
Expression of intestinal Gm31629 decreases in response to inflammatory stimuli. (**A** and **B**) Eight-week-old WT mice were subjected to 3% DSS in drinking water or tap water for 7 days and sacrificed on day 8. qPCR analysis of *Gm31629* (**A**), *Tnf*, and *Il1b* (**B**) in colon tissues of mice (*n* = 5, data represent mean ± SEM, 2-tailed Student’s *t* test). (**C**) Eight-week-old WT mice were i.p. injected with 2 mg/kg LPS or PBS for 24 hours. qPCR analysis of *Gm31629* in colon tissues of mice (*n* = 4, data represent mean ± SEM, 2-tailed Student’s *t* test). (**D**) qPCR analysis of *Gm31629* in colonic biopsies from inflamed and unaffected mucosa of patients with ulcerative colitis (*n* = 13, data represent mean ± SEM, 2-tailed Welch’s *t* test). **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
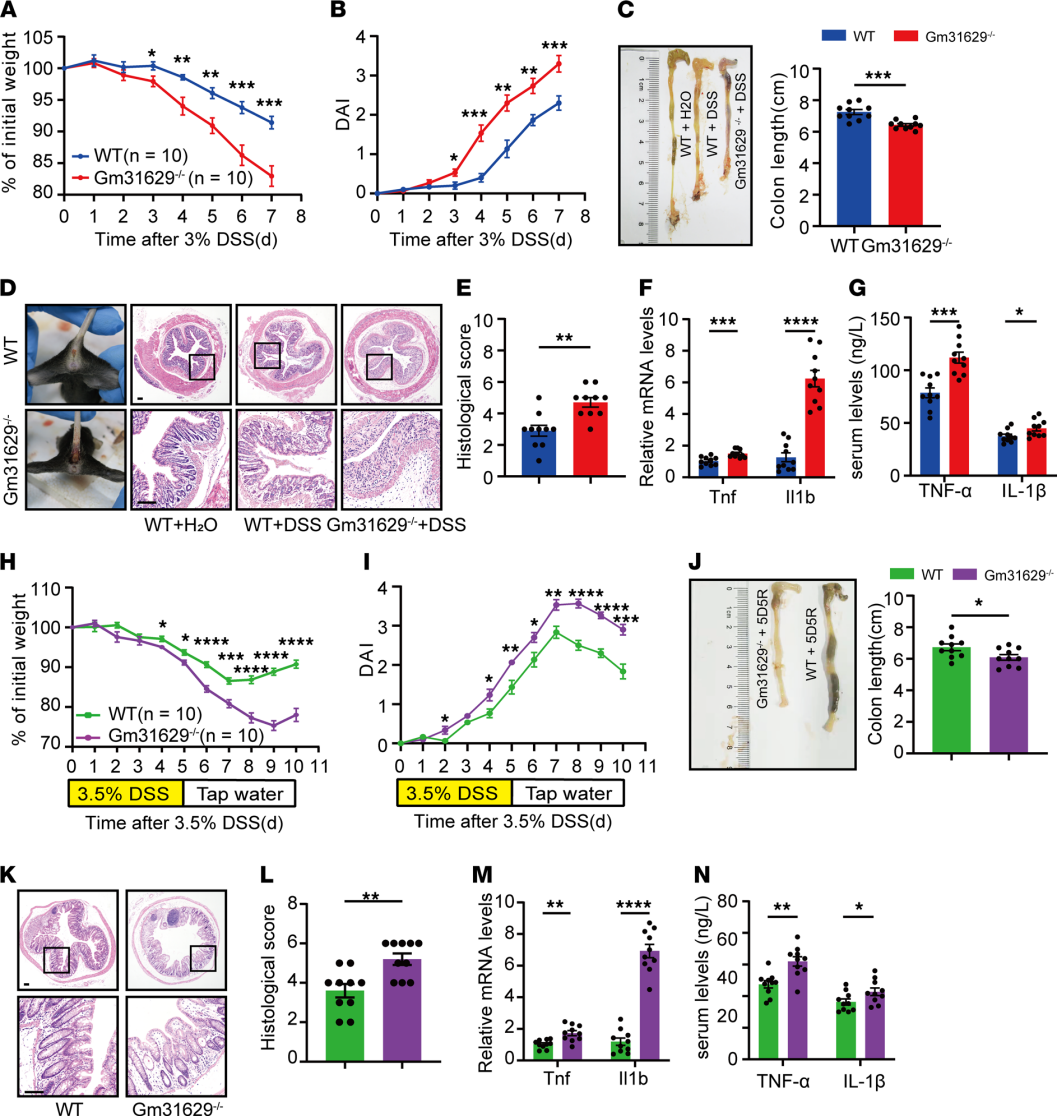
Gm31629 depletion exacerbates DSS-induced colitis and delays intestinal regeneration. (**A**–**G**) Eight-week-old Gm31629^–/–^ mice and littermate WT mice were subjected to 3% DSS in drinking water for 7 days (*n* = 10). (**A**) Body weight changes of mice. (**B**) DAI of mice during the indicated period. (**C**) Gross pictures of colon and measurement of colon length. (**D**) Gross pictures of rectal bleeding and H&E stained section of colon tissues. Scale bar: 100 μm. (**E**) Quantification of histological score from colonic sections in **D**. (**F**) qPCR analysis of *Tnf* and *Il1b* in colon tissues. (**G**) Quantification of serum TNF-α and IL-1β protein level. (**H**–**N**) Eight-week-old Gm31629^–/–^ mice and littermate WT mice were subjected to 3.5% DSS in drinking water for 5 days, followed by 5 days of recovery (*n* = 10). (**H**) Body weight changes of mice. (**I**) DAI of mice. (**J**) Gross pictures of colon and measurement of colon length after 10-day cycle. (**K**) H&E-stained section of colon after 10-day cycle. Scale bar: 100 μm. (**L**) Quantification of histological score from colonic sections in **K**. (**M**) qPCR analysis of *Tnf* and *Il1b* in colon tissues after 10-day cycle. (**N**) Quantification of serum TNF-α and IL-1β protein level after 10-day cycle. All data were represented as mean ± SEM. For comparisons of 2 groups, a 2-tailed Student’s *t* test was performed. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
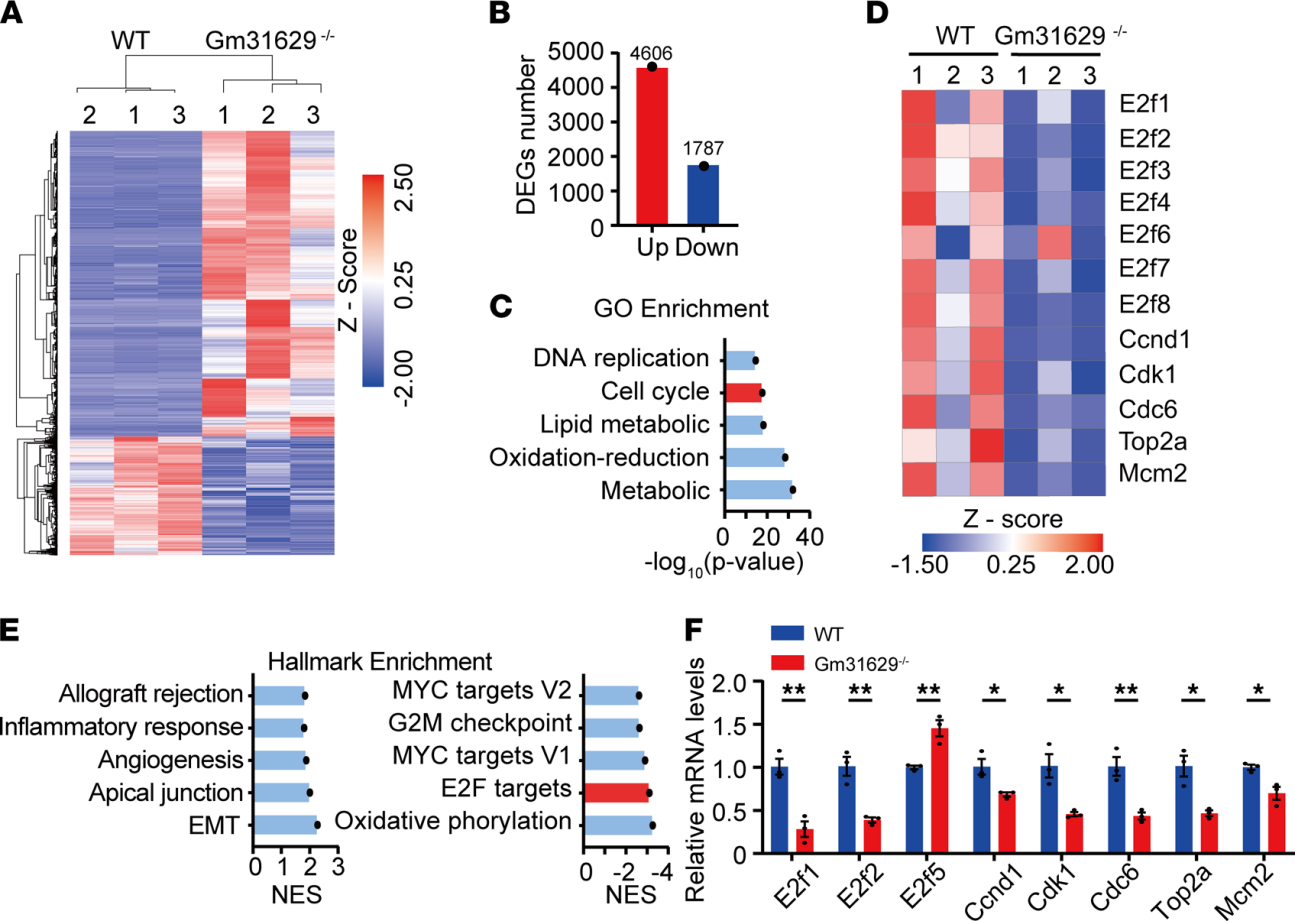
RNA-Seq analysis reveals Gm31629 participates in the cell cycle regulation in colitis. Gm31629^–/–^ mice and littermate WT mice were subjected to 3% DSS for 7 days, and total RNA in colon tissues was isolated for RNA-Seq analysis (*n* = 3). (**A**) Heatmap of differentially expressed genes in colon tissues from Gm31629^–/–^ mice and littermate WT mice (*P* < 0.05 and |log_2_ fold change| > 1). (**B**) Quantification of differentially expressed gene numbers in **A**. (**C**) The top 5 most significantly altered biological processes in GO analysis. (**D**) Heatmap of differentially expressed genes enriched in cell cycle. (**E**) GSEA analysis displayed top 5 pathways upregulated (left) and downregulated (right) hallmark gene sets based on normalized enrichment score (NES) in Gm31629^–/–^ mice versus the littermates. (**F**) qPCR analysis of differentially expressed genes enriched in E2F targets pathway (*n* = 3, data represent mean ± SEM, 2-tailed Student’s *t* test). *P < 0.05; **P < 0.01.

**Figure 4:**
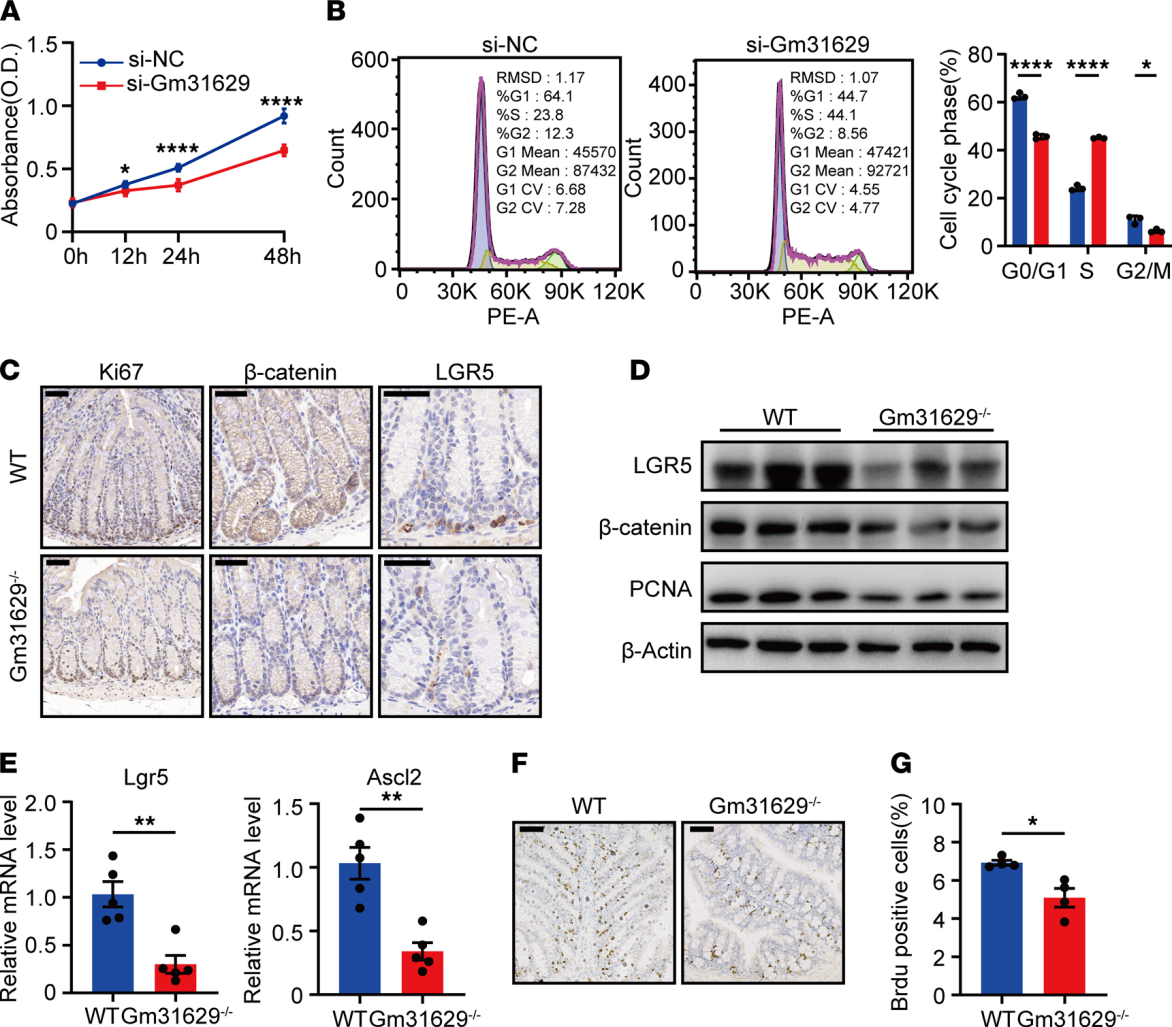
Gm31629 deficiency affects cell cycle and inhibits cell proliferation. (**A**) Cell proliferation assay of CT26.WT cells transfected with si-Gm31629 or control siRNA (*n* = 6). (**B**) Cell cycle analysis of CT26.WT cells transfected with si-Gm31629 or control siRNA (*n* = 3). (**C**) Representative images of Ki-67, β-catenin, and LGR5 staining of colon samples (*n* = 3). Scale bar: 50 μm. (**D**) The protein level of LGR5, β-catenin, and PCNA in colon tissues (*n* = 3). (**E**) qPCR analysis of *Lgr5* and *Ascl2* in colon tissues (*n* = 5). (**F**) Representative images of BrdU staining of colon tissues from LPS-treated Gm31629^–/–^ mice and littermate WT mice (*n* = 4). Scale bar: 100 μm. (**G**) Quantification of BrdU^+^ cells in **F** (*n* = 4). All data were represented as mean ± SEM. For comparisons of 2 groups, a 2-tailed Student’s *t* test was performed. *P < 0.05; **P < 0.01; ****P < 0.0001.

**Figure 5:**
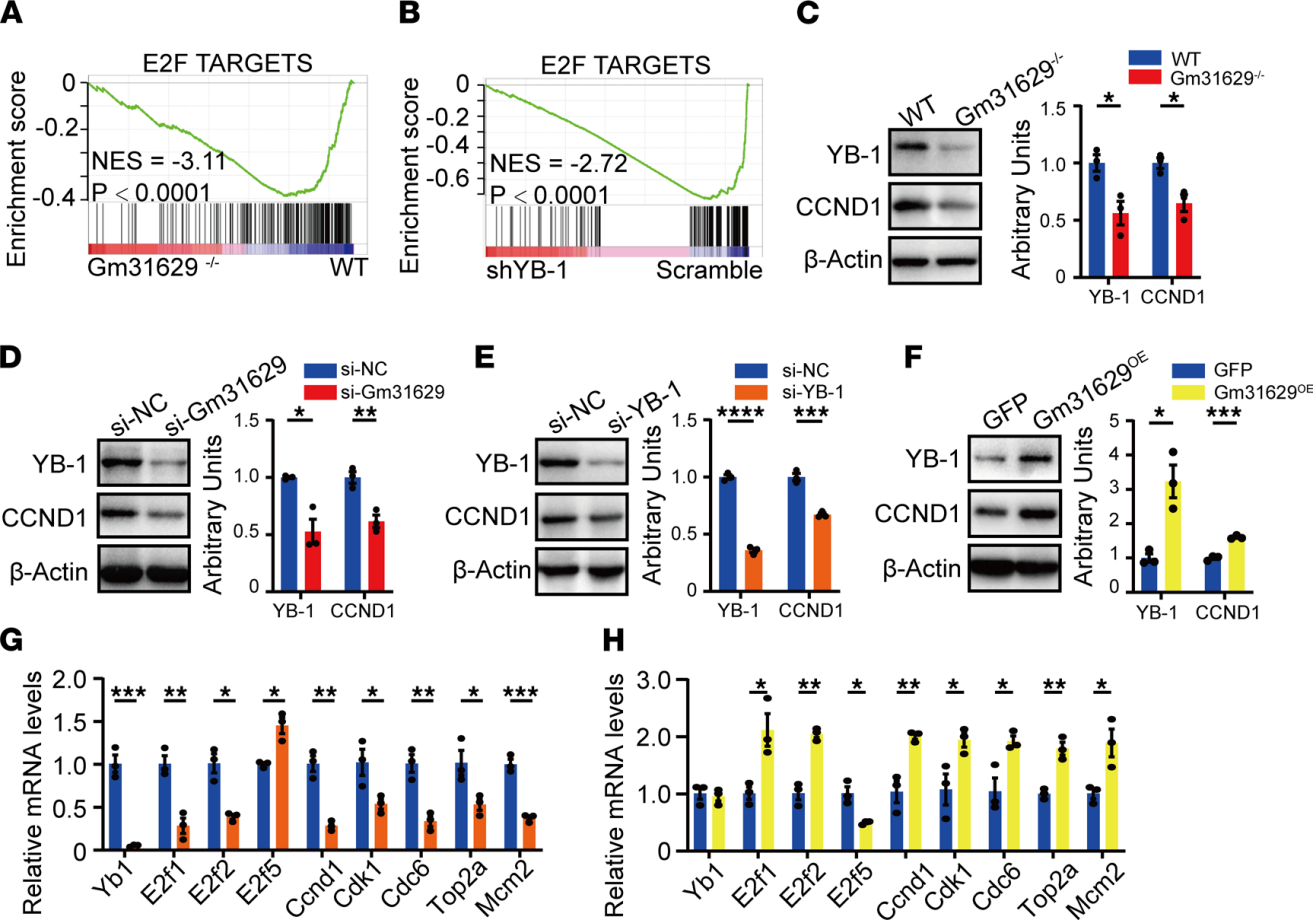
Gm31629 regulates E2F pathways via stabilizing YB-1. (**A**) GSEA plot of E2F targets biological pathway in Gm31629^–/–^ mice versus WT mice (*n* = 3). (**B**) GSEA was performed based on RNA-Seq data from human YB-1 knockdown adipose-derived stem cells samples (*n* = 3), and enriched biological pathway was plotted. (**C**) The protein level of YB-1 and CCND1 in colon tissues from Gm31629^–/–^ mice and littermate WT mice (*n* = 3). (**D**) The protein level of YB-1 and CCND1 in CT26.WT cells transfected with siRNAs targeting Gm31629 and scrambles (*n* = 3). (**E**) The protein level of YB-1 and CCND1 in CT26.WT cells transfected with siRNAs targeting YB-1 and scrambles (*n* = 3). (**F**) The protein level of YB-1 and CCND1 in CT26.WT cells overexpressing Gm31629 (*n* = 3). (**G**) qPCR analysis of *Yb1* and E2F targets genes in CT26.WT cells transfected with siRNAs targeting YB-1 and scrambles (*n* = 3). (**H**) qPCR analysis of *Yb-1* and E2F targets genes in CT26.WT cells overexpressing Gm31629 (*n* = 3). All data were represented as mean ± SEM. For comparisons of 2 groups, a 2-tailed Student’s *t* test was performed. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

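Reactome sets of the G1 to S transition were tested on the same 6 libraries in place of the hallmark E2F targets. All 11 tested genes of G1 S-Specific Transcription were lower in Gm31629-/- mice, with a median log2 fold change of −0.95 (limma's camera, adjusted p = 7.47e-05), and 4 of them were called lower. For G1 S Transition, 70 of 97 genes were lower, with a median of −0.33 (camera adjusted p = 8.34e-06). After scaling to the epithelial markers, a setting chosen after seeing the data, the medians of the 2 sets were −0.70 and 0.14, where the median over all tested genes was 0.55. Both passed by camera as lower than other genes (adjusted p = 4.08e-07 and 4.74e-05). That scaling moved the other genes about as far, so these camera results do not test dilution of epithelial RNA. With each mouse left out in turn, the medians lay between −1.02 and −0.77 and between −0.44 and −0.25. By fry, the smaller set kept an adjusted p of 0.0435 and the larger set did not (0.155). The mRNA of YB-1 (Ybx1, ENSMUSG00000028639) had 267 ± 10.7 FPKM in WT mice and 216 ± 37.3 FPKM in Gm31629-/- mice (SD, n = 3 each; log2 fold change −0.31, limma adjusted p = 0.177). With the median ratio, the log2 fold change of Ybx1 was −0.57 (adjusted p = 0.0428), and with epithelial scaling it was 0.22.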

**Figure 6:**
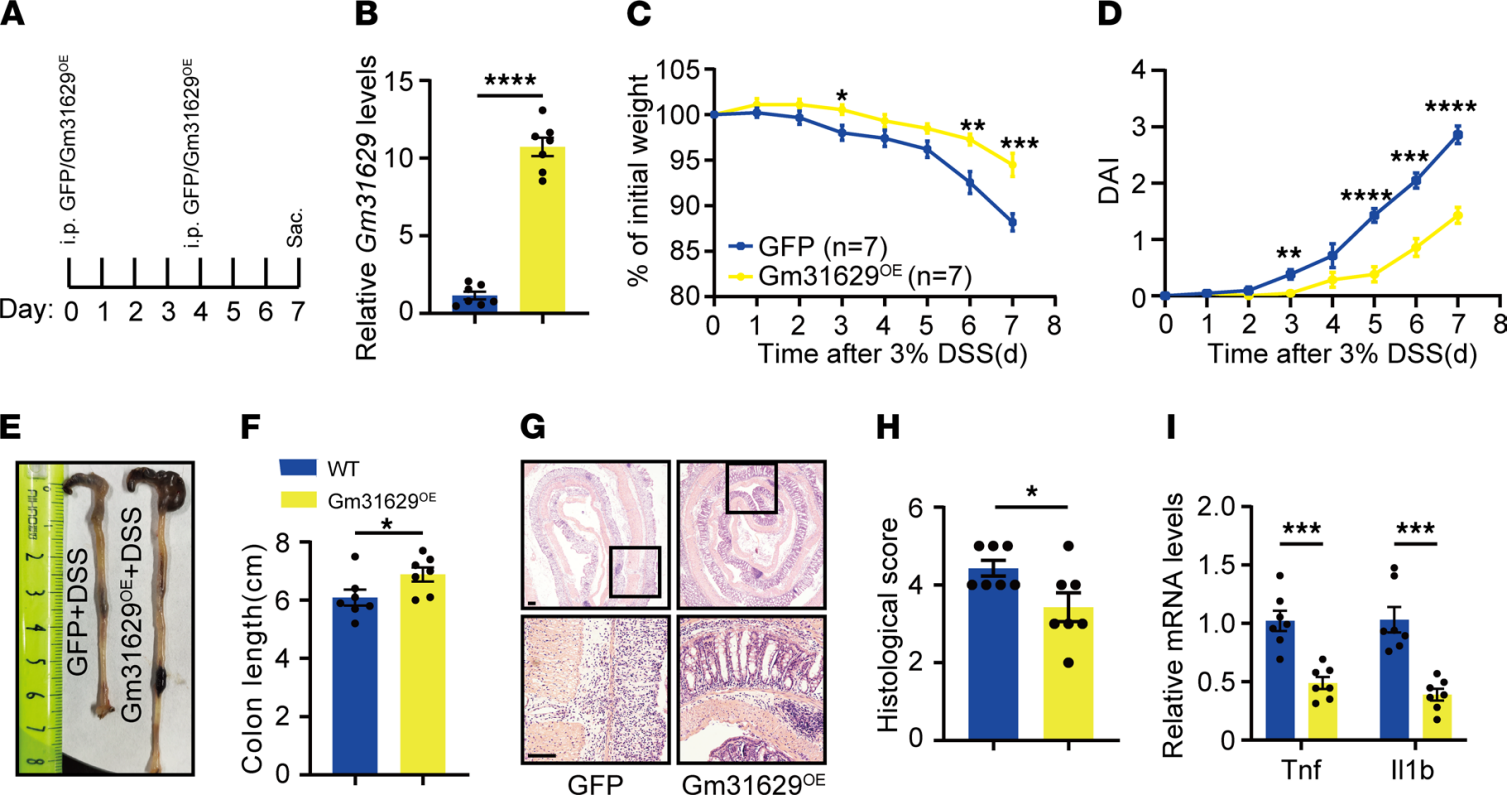
Overexpression of Gm31629 ameliorates DSS-induced colitis. Eight-week-old WT mice were i.p. injected with adenovirus overexpressing Gm31629 (Gm31629^OE^) and GFP (on day 0 and day 4 of DSS treatment) followed by 7-day 3% DSS treatment (*n* = 7). (**A**) Time schedule of adenovirus injection during DSS treatment. (**B**) qPCR analysis of *Gm31629* in colon tissues. (**C**) Body weight changes of mice. (**D**) DAI of mice during the indicated time. (**E**) Gross pictures of the colons. (**F**) Measurement of colon length in **E**. (**G**) H&E-stained section of colon tissues. Scale bar: 100 μm. (**H**) Quantification of histological score from colonic sections in **G**. (**I**) qPCR analysis of *Tnf* and *Il1b* in colon tissues. All data were represented as mean ± SEM. For comparisons of 2 groups, a 2-tailed Student’s *t* test was performed. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 7:**
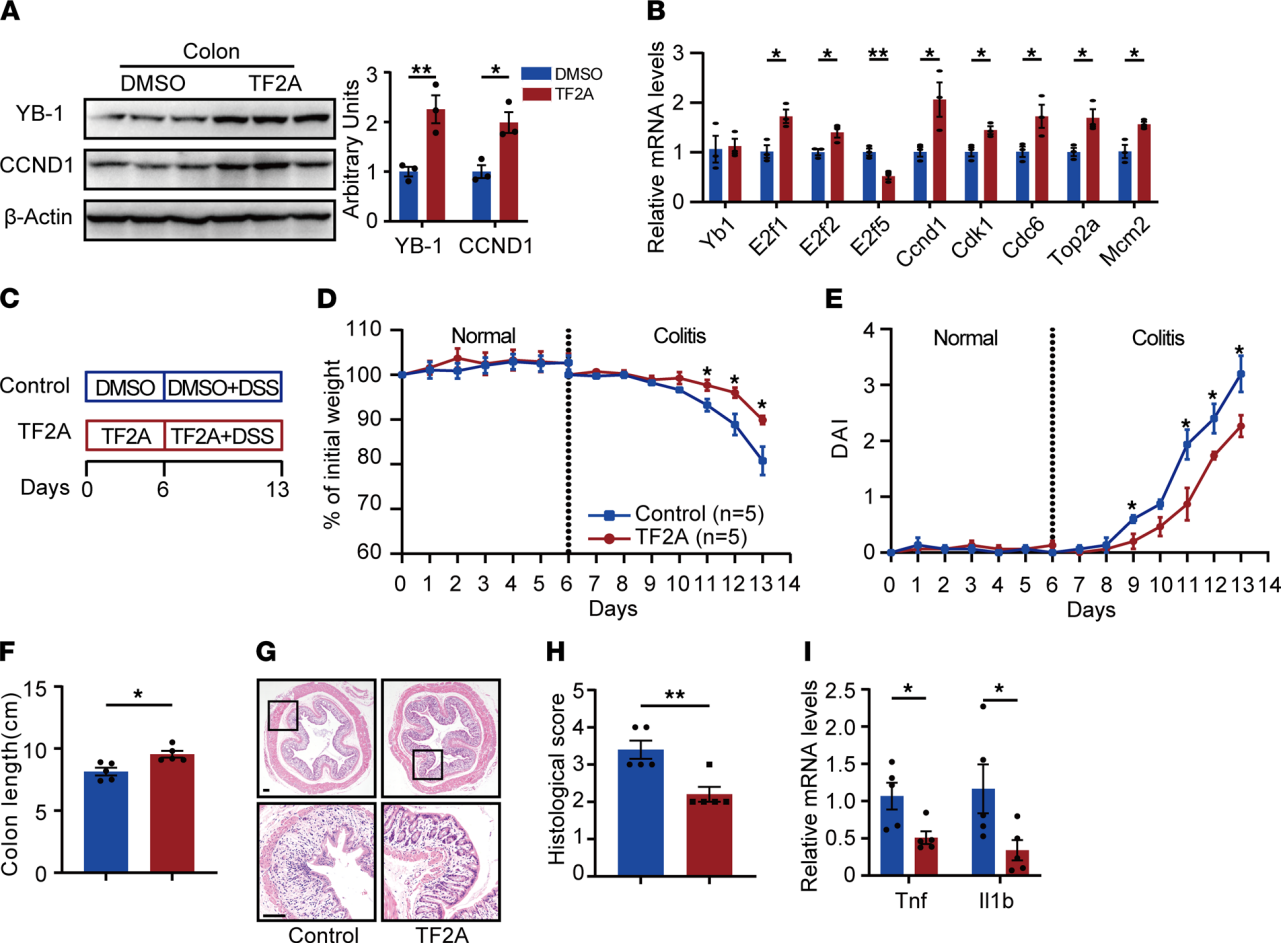
TF2A mimics Gm31629 and ameliorates DSS-induced colitis. (**A** and **B**) Eight-week-old WT mice were treated with TF2A for 7 days (*n* = 3). (**A**) The protein level of YB-1 and CCN1 in colon tissues. (**B**) qPCR analysis of *Yb-1* and E2F target genes in colon tissues. (**C**–**I**) Eight-week-old WT mice were subjected to TF2A treatment for 6 days, followed by TF2A plus 3% DSS treatment for 7 days, and sacrificed on day 14 for colitis monitor (*n* = 6). (**C**) Time schedule of TF2A and DSS treatment. (**D**) Body weight changes during normal and colitis state. (**E**) DAI of mice. (**F**) Measurement of colon length. (**G**) H&E-stained sections of colon tissues. Scale bar: 100 μm. (**H**) Quantification of histological score from colonic sections in **G**. (**I**) qPCR analysis of *Tnf* and *Il1b* of in colon tissues. All data were represented as mean ± SEM. For comparisons of 2 groups, a 2-tailed Student’s *t* test was performed. *P < 0.05; **P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

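The samples were distal colon tissue of 3 Gm31629-/- mice and 3 WT mice, 8 weeks old, given 3% DSS over 7 days and killed on day 8, with 1 RNA-Seq library per mouse. The authors deposited FPKM values for 27546 genes, 1 column per mouse, so fragments had been divided by gene length and by the depth of the library before deposit. Samples were assigned to groups and replicate numbers from their labels, which match the groups named in the methods. The methods say that total RNAs were pooled from colon tissues of 3 WT and 3 Gm31629-/- mice, whereas the legend of Figure 3 gives n = 3 and the table holds a value per mouse, and the libraries were treated here as separate mice. The aligner, counting tool, genome build, and annotation are not named in the paper's text. The paper identified differentially expressed genes with DEGseq by thresholds on p and on the log2 fold change, which was not repeated here.

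Gene symbols, locations, and exon lengths were taken from GENCODE M21 (GRCm38) and matched 27488 of the 27546 identifiers. The build of the deposited FPKM values is not stated. The number of fragments behind each FPKM value was recovered from the size of 1 fragment, which depends on gene length and depth. Of values up to 20 fragments, 96.3% to 97.3% per library fell within 0.1 of a whole number. By this estimate the libraries held 18004700 to 18795300 mapped fragments, with a ratio of the group means of 0.9987. This depth is the total by which the FPKM values were divided, and in each of the 6 libraries the fragments summed over the listed genes exceeded it, for which the cause was not tested. A value of 0 in a library allows up to 3 fragments. These limits cover counting error only.

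Differential expression was computed with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(FPKM + 1) for the 14657 genes with a mean FPKM of at least 0.5. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below −1. Gene sets were tested with limma's camera at a preset correlation of 0.01, with adjustment over 19 sets, which were the S-phase and G2/M lists distributed with Seurat, subunit genes of oxidative phosphorylation found by symbol, a hand-written list of 40 inflammatory genes, and 15 mouse Reactome sets distributed with fgsea 1.28.0. Marker lists for 16 cell types were tested in the same way for the closing section. These were colon epithelium, absorptive colonocytes, goblet cells, intestinal stem cells, smooth muscle, enteric neurons and glia, fibroblasts, endothelium, neutrophils, macrophages, T cells, B and plasma cells, adipocytes, pancreatic acinar cells, skeletal muscle, and erythrocytes. Reactome sets with 10 to 2000 tested members were tested for over-representation with a one-sided Fisher's exact test. Reactome genes are listed by Entrez identifier, and 17869 table genes were matched to one. Hallmark and GO sets were not used here, and the level of Gm31629 was not analysed here. The genes named in the text are every gene the paper names in its text or in Figures 3 to 5, and the 5 called genes with the largest positive and the 5 with the largest negative log2 fold change among those whose groups do not overlap. Other genes named in the closing section were chosen after their values were seen.

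The scripts were tested on simulated data. With 200 of 14657 genes changed by 1.5 on the log2 scale and the spread of the real libraries, 78% of changed genes were called, with 6 false calls. With a change of 2.5, 92.5% were called, with 10 false calls. The changed genes were drawn from the more abundant genes only. These percentages therefore do not cover genes at low FPKM, such as E2f1 and Cdc6. With no gene changed, 0 of 14657 genes were called. The over-representation test ranked a planted set 1 of 862 sets. Replicates of a group differed by more than counting noise (chi-square per gene 29.1 to 42.4 within WT and 88.4 to 131 within Gm31629-/-), so none was counted as a repeat of another.

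The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, rescaling every library to the same sum (TPM scale), rescaling by the median ratio, eBayes without a trend, the replicate number as a block, leaving out each mouse in turn, an unadjusted p under 0.05 alone or with a ratio of group means above 2, limma treat against a log2 fold change of 1, camera with estimated correlation, fry, preranked enrichment with fgsea, and over-representation of higher or lower genes alone or of genes called by unadjusted p. Alternatives chosen after seeing the data were limma's voom on the recovered fragments, removal of a trend over GC content and gene length in each library, scaling to 15 epithelial marker genes, and a binomial test on the fragments pooled over the mice of a group. Figures were drawn with matplotlib 3.10.9.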

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

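The tests below, other than the marker lists and the fits without each mouse, were chosen after the results were seen.

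The paper does not discuss genes of the muscle layer or the enteric nervous system. The 12 smooth muscle markers had a median log2 fold change of 3.90 in Gm31629-/- mice over WT mice (limma's camera, adjusted p = 1.17e-07), and the 12 enteric neuron and glia markers 2.27 (adjusted p = 4.01e-05), with no overlap between the groups for any of the 12 genes of either list, where chance gives 10%. Both lists also passed by fry (adjusted p = 0.00142 and 0.00634), and neither did with an estimated correlation. The most abundant smooth muscle marker, Acta2, had 8.25 ± 5.17 FPKM in WT mice and 557 ± 95.5 FPKM in Gm31629-/- mice (SD, n = 3 each). Of the 15 epithelial markers, 13 were lower and 4 of them were called lower. The most abundant, Krt8, had 4198 ± 137 FPKM in WT mice and 2042 ± 353 FPKM in Gm31629-/- mice, and Epcam did not differ, with 1104 ± 85.1 and 1109 ± 104 FPKM (limma adjusted p = 0.982). The most abundant enteric marker, Prph, had 0.0190 ± 0.0329 and 37.8 ± 21.4 FPKM. Fibroblast and endothelial markers rose by medians of 3.57 and 2.69. Of the smooth muscle markers, 6 were at 1 FPKM or more in WT colon, and 1 of the enteric markers was, and neither list shares a gene with another list. The smooth muscle median was at least 3.74 in each fit without 1 mouse, which argues against 1 library as the cause. All 12 smooth muscle markers rose together, which is consistent with a larger share of muscle and other non-epithelial tissue in the Gm31629-/- libraries. In WT libraries, 6 of the 12 smooth muscle markers and 1 of the 12 enteric markers reached 1 FPKM. Injury of the Gm31629-/- mice cannot set that low level in WT libraries. For both lists, the WT values argue against the more severe injury the paper reports in Gm31629-/- mice as the whole cause. How each colon was sampled was not tested, since no second tissue piece per mouse was analysed here.

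Hoxd13, a gene of posterior position, had 14.6 ± 5.77 FPKM (SD, n = 3) in Gm31629-/- mice and 0 fragments in each WT library, so it was at least 222-fold higher in Gm31629-/- mice, counting 0 as up to 3 fragments. The 3 tested Hox genes of group 13 had a median log2 fold change of 3.15, which is the value of Hoxb13 and does not depend on the bound for Hoxd13. The 9 of groups 6 to 9 had a median of −0.97, with 7 of them lower and 4 called lower (Hoxb6, Hoxb7, Hoxb8, and Hoxb9, chosen after their values were seen). Groups 10 to 12 had a median of 0.68, and groups 1 to 5 of −0.25, which was 0.12 with epithelial scaling, where the median over all genes was 0.55. For group 13 and groups 6 to 9, the directions were the same under the TPM scale, the median ratio, and epithelial scaling, where the medians of groups 6 to 9 were −1.02, −1.21, and −0.48. The members of groups 6 to 9 went from −3.00 to 0.65. Different levels along the colon (group 13 and groups 6 to 9 differed by 4.12) and more non-epithelial tissue in the Gm31629-/- libraries (groups 6 to 9 at −0.97) cannot be told apart, because the groups of Hox genes were formed after the pattern was seen and the tissue that expresses them was not measured. A change of these genes with genotype or injury also stays open and was not tested.

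In the library of Gm31629-/- mouse 3, Ctrb1, which encodes the pancreatic enzyme chymotrypsinogen, had 1080 FPKM (17417 fragments), against at most 0.242 FPKM in the other 5 libraries. All 10 pancreatic acinar markers were above 1 FPKM in that library, and 1 of them, Cela1, was so in other libraries too (up to 53.7 FPKM). The 10 genes made up 0.694% of the FPKM of that library. Reads shared between related proteases would not reach Pnlip, a lipase gene, which had 198 FPKM. Pancreatic tissue carried over into the sample is a candidate explanation. Without Gm31629-/- mouse 3, the median of the acinar list was 0.02 in place of 2.42, 2892 genes were higher, and 680 were lower.

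Ddx3y, on the Y chromosome, had 9.27 FPKM in the library of Gm31629-/- mouse 1 and 0 in the other 5. All 4 broadly expressed Y-linked genes looked at (Ddx3y, Eif2s3y, Kdm5d, and Uty) were above 1 FPKM there. Xist had 0.00606 FPKM in that library and 8.35 to 13.8 FPKM in the other 5, which argues against RNA of both sexes mixed in it. The pattern is consistent with 1 male mouse among females, and the paper states that male mice were used. Without that library, 2705 genes were higher and 766 lower, so the count of higher genes does not rest on it.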

How the results depend on the processing

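More genes were higher than lower in Gm31629-/- mice under every setting, with 79.9% of calls higher as reported and 64.7% to 93.8% under the others. The limma counts of 2704 higher and 680 lower genes stayed within 1.5 times under the other settings set before the data were examined, apart from these. Testing only genes with a mean FPKM of at least 5 gave 956 higher genes and 2930 genes with an adjusted p under 0.05, since fewer genes were tested (7242). Limma treat gave 795 and 117. The median ratio gave 1217 lower genes, of which 680 were those called before, and an unadjusted p with a ratio of means above 2 gave 1077 lower genes. The cause was not tested. With each mouse left out, from 2285 to 2892 genes were higher, from 513 to 766 lower, and from 3774 to 6082 had an adjusted p under 0.05, the lowest without WT mouse 3, for which the cause was not tested. Of the settings chosen after seeing the data, voom called 3644 higher and 995 lower genes, and removal of the GC and length trend 2117 and 916. Scaling to epithelial markers called 4177 and 274, as it raised the median over all genes from 0.15 to 0.55, and the binomial test on pooled fragments 8059 and 1494. The binomial test leaves out the spread between mice, and between single mice of the same group it called 1061 to 3997 genes.

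The numbers did not pair the mice. The correlation of deviations between same-numbered mice was 0.036, −0.108, and 0.014 for numbers 1 to 3. With the replicate block, 2709 genes were higher and 648 lower, and 5389 were genes with adjusted p under 0.05. The median of the Figure 3D genes with the replicate block was −1.19, with 4 of 11 genes at an adjusted p under 0.05.

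The median of the Figure 3D genes stayed below 0 under every setting. It moved by more than its spread to −1.63 with a pseudocount of 0.1, as low genes change more on that scale, to −1.68 with voom, and to −0.82 with epithelial scaling. The number of these genes with an adjusted p under 0.05 was 9 as reported and 3 to 9 with each mouse left out.

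Set medians kept their sign in most settings. With a mean FPKM of at least 5, the median of Reactome Cell junction organization was −0.040 in place of 0.21, Reactome Cytokine Signaling in Immune system passed at 0.26, G1 S-Specific Transcription no longer passed at −1.19, stem cell markers no longer passed at −1.12, and erythrocyte markers passed at 2.97, all with fewer genes. Cytokine Signaling had a median of 0.27 to 0.42 with each mouse left out, and passed without Gm31629-/- mouse 1 (adjusted p = 0.0486) or WT mouse 1 (0.0217). Absorptive colonocyte markers had a median of −0.58 to 0.16, above 0 without Gm31629-/- mouse 2, and erythrocyte markers 1.85 to 4.03, passing without Gm31629-/- mouse 2. Cytokine Signaling also passed after removal of the GC and length trend (0.20). Epithelial scaling turned to above 0 the medians of the oxidative phosphorylation genes (0.059), Cell Cycle (0.27), DNA Replication (0.13), G1 S Transition (0.14), Respiratory electron transport (0.061), Metabolism (0.26), Metabolism of lipids and lipoproteins (0.30), epithelial (0.030), absorptive colonocyte (0.33), and goblet cell markers (0.0002). Each of these is below the median over all genes on that scale, 0.55, and the oxidative phosphorylation genes and the 6 Reactome sets among them passed by camera. The scaling moved the other genes about as far, so camera on that scale does not test dilution of epithelial RNA. Cytokine Signaling (0.81), Innate Immune System (0.74), and Cell junction organization (0.69) then passed, and adipocyte markers (2.32) no longer did. Absorptive colonocyte markers, which had not passed (camera adjusted p = 0.1993), then passed as lower than other genes (camera adjusted p = 0.01035).

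The set test itself mattered more. With the correlation between genes estimated, no set passed. The adjusted p was 0.532 for Cell Cycle, 0.431 for Metabolism, 0.427 for Metabolism of lipids and lipoproteins, and 0.476 for the other 13 sets that had passed, and 0.388 to 0.450 for the marker lists that had passed (0.388 for epithelium, smooth muscle, fibroblast, endothelium, neutrophil, and B cell, 0.411 for stem cell, enteric, and macrophage, 0.425 for adipocyte, and 0.450 for T cell markers). With fry, the adjusted p rose to 0.0922 for the S-phase list, 0.0766 for the G2/M list and G2 M Checkpoints, 0.0629 for the oxidative phosphorylation genes and Respiratory electron transport, 0.0841 for the E2F set, 0.155 for DNA Replication and G1 S Transition, and 0.462 for Cell Cycle, and fell to 0.0319 for Cytokine Signaling and Innate Immune System and 0.0258 for Cell junction organization. With fgsea, these 3 sets passed at 0.0136, 0.00102, and 0.000661, and Metabolism gave no value. The T cell and adipocyte marker lists, which had passed camera, did not pass with fgsea (adjusted p = 0.0738 for each). The cause was not tested. Over-representation gave 60 sets as reported, 76 for higher genes alone, and 19 for lower genes alone, and the cause was not tested.

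Of 454 results of single named genes over the settings, 391 were unchanged, 50 lost and 3 gained an adjusted p under 0.05, and 10 changed sign. E2f5 (0.09 as reported) was −0.15 with the median ratio, −0.036 without the GC and length trend, and −0.30 to 0.38 with each mouse left out, and E2f6 was −0.25 to 0.050 with each mouse left out. With epithelial scaling, E2f4 was 0.093, E2f6 0.32, Ctnnb1 0.31, and Ybx1 0.22, where the median over all genes was 0.55. Depth limits the low genes, such as Lgr5 with 5 to 9 fragments in each Gm31629-/- library.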

Differences from the paper's values

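For genes upregulated in Gm31629-/- mice, the paper reports 4606, and 2704 were called here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (3700), the TPM scale (3490), and an unadjusted p under 0.05 with a ratio of group means above 2 (3958) came within 1.5 times of the paper's value, and the others, at 795 to 2892, did not. For genes downregulated, the paper reports 1787, and 680 were called here. The median ratio (1217) came within 1.5 times, and the others, at 117 to 1077, did not. Of the alternatives chosen after seeing the values, voom called 3644 genes higher, which is within 1.5 times of 4606, and 995 lower, which is not within 1.5 times of 1787. Epithelial scaling called 4177 higher, within 1.5 times, and 274 lower. The binomial test on pooled fragments called 8059 higher, more than the paper, and 1494 lower, within 1.5 times of the paper's value.

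The paper states that E2f1, E2f2, E2f3, Ccnd1, Cdk1, Cdc6, Top2a, and Mcm2 were downregulated in Gm31629-/- mice. All 8 had a negative log2 fold change here. The paper also measured target genes by qPCR, which was not repeated here. E2f1 was not called, with a log2 fold change of −0.67 and an adjusted p of 0.137. Its adjusted p was under 0.05 without WT mouse 2 (0.0410, log2 fold change −0.99), and over the alternatives set before the data were examined it was 0.0410 to 0.376. The binomial test on pooled fragments, chosen after seeing the values, called E2f1 lower (160 fragments in Gm31629-/- mice and 373 in WT mice). E2f3 (log2 fold change −0.80) and Cdc6 (−0.95) passed the adjusted p and not the fold-change threshold of 1. Both were called with a pseudocount of 0.1 (−1.08 and −1.75), with an unadjusted p and a ratio of group means above 2 (2.15 and 4.36 as WT over Gm31629-/-), and, among the alternatives chosen after seeing the values, with voom (−1.12 and −1.96) and the binomial test. Cdc6 was also called on the TPM scale (−1.39), with the median ratio (−1.07), without WT mouse 2 (−1.32), and, by an alternative chosen after seeing the values, after removal of the GC and length trend (−1.04).

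The paper places metabolic and lipid metabolic processes, cell cycle, and DNA replication among the most affected GO processes. GO terms were not used here. Reactome Metabolism and Metabolism of lipids and lipoproteins were not over-represented among higher and lower genes together (adjusted p = 1 for each), and were so among lower genes alone (adjusted p = 3.37e-19 and 1.02e-05). Reactome Cell Cycle and DNA Replication were not over-represented here, whether among higher and lower genes together (adjusted p = 1 for each) or among lower genes alone (adjusted p = 0.249 and 0.551). The Reactome set Unwinding of DNA was over-represented among lower genes alone (6 of 10 genes, adjusted p = 0.00106). By limma's camera, Cell Cycle (median log2 fold change −0.17, adjusted p = 0.000298) and DNA Replication (−0.34, adjusted p = 4.87e-06) were lower, and neither passed by fry (0.462 and 0.155). After epithelial scaling, a setting chosen after seeing the data, their medians were 0.27 and 0.13 where the median over all tested genes was 0.55. Both passed by camera as lower than other genes (adjusted p = 0.000524 and 3.23e-05). That scaling moved the other genes about as far, so these camera results do not test dilution of epithelial RNA.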

Other observations

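The tests below were chosen after the results were seen, with these exceptions. The limma fit, the median ratio, the fits without each mouse, the marker lists, and the main S-phase and G2/M medians were set beforehand.

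More genes were higher than lower in Gm31629-/- mice. Depth differed little between the groups (ratio of mean fragments 0.9987), and the 10 most abundant genes took 9.47% of the values in Gm31629-/- and 10.8% in WT libraries. After the median ratio, 64.7% of calls were still higher, and after removal of the GC and length trend, 2117 genes were. The values argue against each of these as the whole cause. Olfactory and vomeronasal receptor genes, which serve as a measure of genomic DNA, rose by a mean of 0.0741 FPKM, against a median rise of 4.55 FPKM for the genes called higher. A smaller share of epithelial RNA alone would raise cell types outside the epithelium alike. Smooth muscle and T cell markers differed by 3.07 on the log2 scale, against a pooled SD of 1.55 across marker genes. This cannot decide the question, because the paper counts intraepithelial lymphocytes in the epithelium and the SD is not between mice. Leukocytes alone would leave out the enteric neuron and glia markers, which rose by 2.27. Of the 10 splits of the 6 samples into groups of 3, 1 gave as many called genes, the real split, and the other 9 gave 0, while 10 splits cannot give a share under 0.1. Groups did not overlap for 57.8% of tested genes, against 10% by chance. The most abundant markers of these lists were Col6a1 for fibroblasts (5.68 ± 1.52 FPKM in WT mice and 107 ± 54.1 FPKM in Gm31629-/- mice, SD, n = 3 each) and Lyz2 for macrophages (27.7 ± 5.59 and 404 ± 195 FPKM). A mixture of muscle, stroma, and immune cells in the Gm31629-/- libraries may explain part of the rise. The more severe injury of these mice, which the paper reports, stays open as a part of the rise and was not tested.

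The other marker lists gave these median log2 fold changes. Neutrophil markers rose by 2.24, macrophage by 2.73, B and plasma cell by 2.69, T cell by 0.83, erythrocyte by 2.97, adipocyte by 2.07, and skeletal muscle markers by 1.17. Epithelial markers were at −0.50, goblet cell markers at −0.53, absorptive colonocyte markers at −0.21, and intestinal stem cell markers at −1.17. The goblet cell list went both ways, with 7 of 11 genes lower (2 called lower) and 4 higher (4 called higher). Its most abundant gene, Zg16, had 1570 ± 325 FPKM in WT mice and 6719 ± 1256 FPKM in Gm31629-/- mice (SD, n = 3 each). The erythrocyte, skeletal muscle, goblet cell, absorptive colonocyte, and acinar lists did not pass camera, and the other lists did. By fry, the lists that passed camera passed too, and so did the skeletal muscle list (3 genes tested, adjusted p = 0.00269). By fgsea, the T cell and adipocyte lists did not pass (adjusted p = 0.0738 for each), and the other lists that passed camera did. The number of a list's genes at 1 FPKM or more in WT colon was 4 for neutrophils, 8 for macrophages, 5 for B and plasma cells, 3 for T cells, 5 for erythrocytes, 5 for adipocytes, 1 for skeletal muscle, 8 for fibroblasts, and 2 for endothelium.

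The cell cycle genes of Figure 3D were lower in Gm31629-/- mice. Because the study chose these genes on the same samples, the tests used the S-phase and G2/M lists, written before the data were examined, whose medians were −0.68 and −0.69. After removal of the GC and length trend the medians were −0.82 and −0.93, and the values closest to 0 with a mouse left out were −0.59 and −0.50, each below 0 by more than the SD of the list's median between replicates (0.307 and 0.319). These values argue against that trend and against 1 library as the whole cause. Dilution of epithelial RNA by other tissue was tested by scaling to epithelial markers. The medians were then −0.24 and −0.36, within their SD between replicates on that scale (0.323 and 0.371), so dilution cannot be told apart from lower expression in the epithelium for these lists. Over the Figure 3D genes the scaled median was −0.82, with 3 of 11 genes at an adjusted p under 0.05. Tissue from different levels along the colon cannot be told apart from genotype for these genes, because Hox genes of group 13 differed by 3.15 between the same groups. Of the 10 splits, 1 gave a median of either list as far from 0, the real split, and 10 splits cannot give a share under 0.1. A lower rate of proliferation in the Gm31629-/- epithelium, as the paper proposes, may contribute and was not separated from these.

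For genes the paper measured in other experiments, these libraries gave the following mRNA values. The paper reports less PCNA, Ki-67, and β-catenin protein, and lower Lgr5 and Ascl2, in colon tissue of Gm31629-/- mice. The mRNA of Pcna, Mki67, and Ctnnb1 is a different measure from protein, so these values do not test those results. Lgr5 had 0.342 ± 0.230 FPKM in WT mice and 0.0353 ± 0.0111 FPKM in Gm31629-/- mice (SD, n = 3 each), below the filter. Ascl2 had 3.90, 0.171, and 6.06 FPKM in WT mice 1 to 3 and 0.167 ± 0.0338 FPKM in Gm31629-/- mice (log2 fold change −1.56, limma adjusted p = 0.0736), and it passed without WT mouse 2 (log2 fold change −2.33, adjusted p = 0.00267). Pcna had a log2 fold change of −0.67 (limma adjusted p = 0.0437, under 0.05 in 2 of the 6 fits without a mouse, those without Gm31629-/- mouse 2 or WT mouse 2), Mki67 −0.73 (0.180), Ctnnb1 −0.22 (0.321), and E2f5 0.09 (0.854).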
